# Molecular shifts in limb identity underlie development of feathered feet in two domestic avian species

**DOI:** 10.7554/eLife.12115

**Published:** 2016-03-15

**Authors:** Eric T Domyan, Zev Kronenberg, Carlos R Infante, Anna I Vickrey, Sydney A Stringham, Rebecca Bruders, Michael W Guernsey, Sungdae Park, Jason Payne, Robert B Beckstead, Gabrielle Kardon, Douglas B Menke, Mark Yandell, Michael D Shapiro

**Keywords:** pigeon, limb, feathers, pitx1, tbx5, dinosaur, Chicken, Other

## Abstract

Birds display remarkable diversity in the distribution and morphology of scales and feathers on their feet, yet the genetic and developmental mechanisms governing this diversity remain unknown. Domestic pigeons have striking variation in foot feathering within a single species, providing a tractable model to investigate the molecular basis of skin appendage differences. We found that feathered feet in pigeons result from a partial transformation from hindlimb to forelimb identity mediated by *cis*-regulatory changes in the genes encoding the hindlimb-specific transcription factor Pitx1 and forelimb-specific transcription factor Tbx5. We also found that ectopic expression of *Tbx5* is associated with foot feathers in chickens, suggesting similar molecular pathways underlie phenotypic convergence between these two species. These results show how changes in expression of regional patterning genes can generate localized changes in organ fate and morphology, and provide viable molecular mechanisms for diversity in hindlimb scale and feather distribution.

**DOI:** http://dx.doi.org/10.7554/eLife.12115.001

## eLife digest

Animals ranging from fish to birds display dramatic diversity within and among species; yet remarkably little is known about the genetic and developmental mechanisms that underlie this variation. In birds and their extinct dinosaur relatives, the distribution of scales and feathers on the feet is a highly variable trait.

Different breeds of domestic pigeon all belong to the same species but have feet that can be feathery or scaly to different extents. Classical genetics experiments suggested that only a few genes are involved in the transition from scaled to feathered skin on the feet of pigeons. However, the molecular basis for this transition was unknown.

Domyan et al. set out to identify the genes involved in the transition from scaled to feathered feet by mating different breeds of pigeon in the laboratory and then sequencing the birds’ DNA. They also surveyed the entire DNA sequences of many additional pigeon breeds with and without feathered feet. This combined approach showed that two regions of the pigeon genome have a profound effect on the number and size of feathers on the feet of domestic pigeons. These regions contain genes that are known to play key roles in controlling the growth of a limb and whether it develops into a leg or a wing. In developing pigeon embryos, Domyan et al. found that a gene called *Pitx1,* which is typically considered a hindlimb gene, is expressed at lower levels in the developing legs of breeds with feathered feet than in a breed with scaled feet. The experiments also showed that *Tbx5*, a gene that is expressed in the forelimbs of many animals, is expressed abnormally in the embryonic hindlimbs of breeds of pigeon and chicken with feathery feet.

Together, these findings suggest that the hindlimbs of domestic birds with feathery feet are more like wings at the molecular level, which results in them being covered in feathers rather than scales. Future work will now aim to discover the specific DNA sequences that alter the expression of *Pitx1* and *Tbx5* in feather-footed breeds, and whether the same genes control the foot feathers of other species of birds.

**DOI:** http://dx.doi.org/10.7554/eLife.12115.002

## Introduction

In birds, the genetic and developmental mechanisms that control the decision between scale and feather development remain poorly understood. Most birds possess scales on the foot (tarsometatarsus and toes) and feathers elsewhere. Exceptions to this pattern can provide insights into the evolutionary and developmental basis of skin appendage diversity. Some raptors and boreal birds evolved foot feathers instead of scales ('ptilopody'; Danforth, 1919; Lucas and Stettenheim, 1972), but the lack of appendage variation *within* these species precludes their use as genetic models. Likewise, paravians (birds and their close non-avian theropod dinosaur relatives) and other dinosaurs evolved diverse feather coverings on their legs and feet that sometimes resemble flight-like feathers (Xu et al., 2003; Hu et al., 2009; Turner et al., 2012; Zheng et al., 2013; Foth et al., 2014; Godefroit et al., 2014), but the absence of living specimens preclude mechanistic molecular studies.

In contrast, domestic pigeons (*Columba livia*) exhibit stunning variation within a single extant species (Shapiro and Domyan, 2013). Most breeds have feet covered by scaled epidermis (wild-type), but scales are replaced by small feathers in *grouse (gr*) mutants, and by larger feather 'muffs' in birds that also carry mutant alleles at the *Slipper (Sl*) locus (Doncaster, 1912; Wexelsen, 1934; Hollander, 1937; Levi, 1986) (Figure 1A). In muffed breeds, scutellate scales are generally absent or poorly developed on the feathered epidermis covering the tarsometatarsus and toes, and feathers are surrounded by soft integument. The molecular identities of both *gr* and *Sl* are unknown, and additional loci probably control quantitative variation in the muff phenotype. Because both scale-footed and feather-footed pigeon breeds belong to the same species, we can use traditional genetic crosses and whole-genome resequencing to map the genes that control this striking variation (Shapiro et al., 2013; Domyan et al., 2014). Therefore, we can study diversity of the magnitude usually observed *among* different species without the roadblock of hybrid incompatibility that often eliminates the possibility of genetic mapping studies.

**Figure 1.**
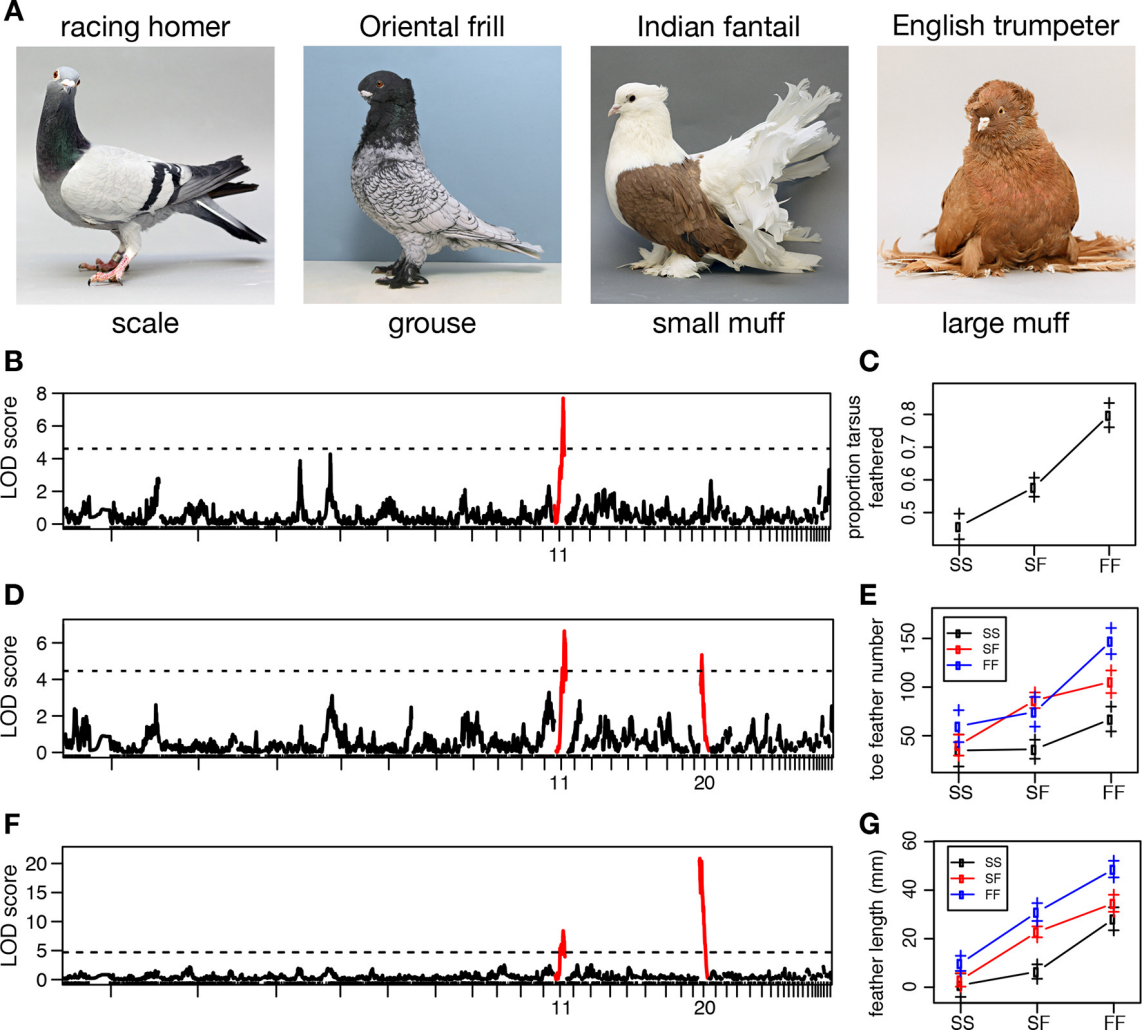
Two QTL differentiate scale- and feather-footed domestic pigeons. (**A**) Common phenotypes of domestic rock pigeon, in order of increasing foot feathering (left to right): scaled, groused, small- and large-muffed. (**B-F**) QTL scans and effect plots: proportion of tarsus feathered (**B**,**C**), number of toe feathers (**D**,**E**), and length of toe feathers (**F**,**G**). Mean phenotypes ± S.E. are plotted in (**C**,**E**,**G**). For (**E**) and (**G**), genotypes at the QTL with the higher LOD score are on the x-axis, and genotypes at the other QTL are inset. See Tables 1 and 2 for detailed QTL statistics. S, allele from scale-footed grandparent; F, allele from feather-footed grandparent. **DOI:** http://dx.doi.org/10.7554/eLife.12115.003

**Figure 1—figure supplement 1.**
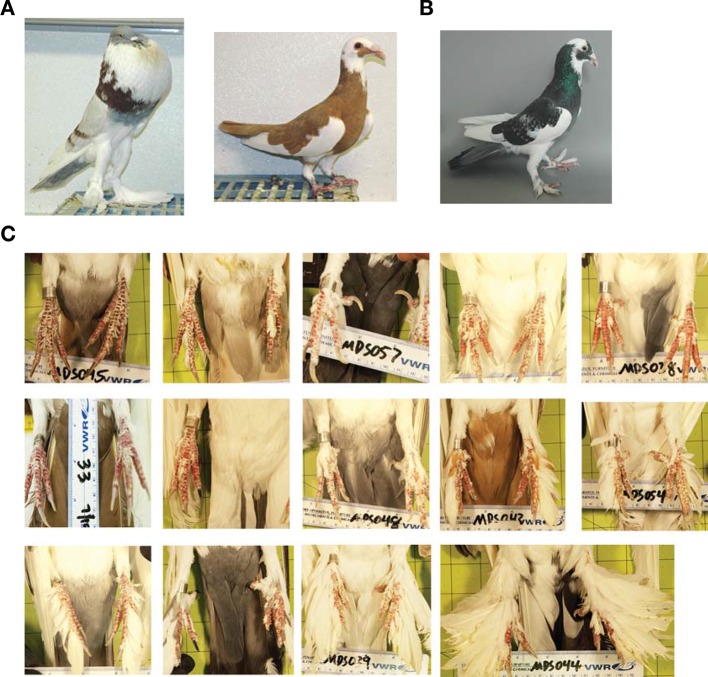
Foot-feathering phenotypes of genetic cross. (**A**) Founder Pomeranian pouter male (muffed) and Scandaroon female (scale-footed). (**B**) Representative F_1_ individual with moderate foot feathering. (**C**) Representative sample set of F_2_ individuals. **DOI:** http://dx.doi.org/10.7554/eLife.12115.004

During development in vertebrates, skin appendages form through interactions between the ectoderm-derived epidermis and the mesoderm-derived dermis, and signals from the dermis determine epidermal appendage fate (Dhouailly, 2009; Hughes et al., 2011). Previous analyses of mutants and gene misexpression in chickens suggest candidates for feathered feet in the *Hedgehog* (Harris et al., 2002), *BMP* (Zou and Niswander, 1996; Harris et al., 2002; 2004), *Delta-Notch* (Crowe et al., 1998), and *Wnt* (Chang et al., 2004) pathways. Our study of genetic variation and embryonic development in pigeons, however, reveals a surprisingly different mechanism with broad implications for limb identity and patterning.

## Results

### Two loci of major effect control foot feathering in pigeons

To identify chromosome regions that contribute to feathered feet, we generated an F_2_ intercross between muffed (Pomeranian pouter) and scaled (Scandaroon) breeds (Figure 1—figure supplement 1). F_1_ hybrids displayed intermediate foot feathering, demonstrating a semi-dominant inheritance pattern. Scaled, muffed, and intermediate phenotypes were recovered in the F_2_ population, confirming that a small number of major-effect loci contribute to this trait. Among F_2_ offspring, digit 3 bore the largest and greatest number of feathers (digit 1, 7.04 ± 5.08 feathers; digit 2, 7.64 ± 7.54; digit 3, 15.46 ± 10.43; digit 4, 6.13 ± 5.70). Using quantitative trait locus (QTL) mapping with 130 F_2_ offspring genotyped at 3803 polymorphic markers (Broman et al., 2003), we identified two linkage groups (LG11 and LG20) that had significant effects on three different aspects of foot feathering (log_10_ odds ratio (LOD) > 4.6; Figure 1B–G, Table 1). LG11 had the largest effects on the proportion of the tarsometatarsal epidermis that was transformed from scaled to feathered (LOD = 7.69, percent variance explained (PVE) = 28.4%) and toe feather number (LOD = 6.72, PVE = 21.3%), and a smaller effect on toe feather length (LOD = 8.51, PVE = 15.8%). LG20 had the largest effect on toe feather length (LOD = 20.9, PVE = 52.2%), and a smaller effect on toe feather number (LOD = 5.36, PVE = 16.5%). When toe feather number was analyzed for each digit individually, the same two QTL were identified and had the most pronounced effects on digits 3 and 4 (Table 2). In summary, two major QTL have marked and separable effects on qualitative and quantitative variation in epidermal appendages.

**Table 1.** Summary of foot feathering QTL. **DOI:** http://dx.doi.org/10.7554/eLife.12115.005

Trait	LG	Loc (cM)	Scaffold	Position	LOD	PVE	Mean ± S.D.		
							SS	SF	FF
Proportion tarsus feathered	11	117	79	9,205,286	7.69	28.4	0.46 ± 0.04	0.58 ± 0.03**	0.80 ± 0.04***
Number of toe feathers	11	124	79	12,325,977	6.73	21.3	43.6 ± 8.9	67.3 ± 6.5*	105.3 ± 8.1***
Number of toe feathers	20	15	95	1,451,127	5.36	16.5	45.3 ± 8.1	78.2 ± 6.5**	100.3 ± 9.9***
Toe feather length (mm)	20	0	70	136,746	20.89	52.2	5.2 ± 2.3	19.9 ± 2.0***	37.3 ± 2.5***
Toe feather length (mm)	11	124	79	12,325,977	8.51	15.8	11.4 ± 3.3	18.7 ± 2.4*	28.5 ± 3.0**

LG, linkage group; Loc, genetic location of peak LOD score in centimorgans; S, allele from scaled parent; PVE, percent variance explained; F, allele from feathered parent; LOD, log10 odds ratio. (Welch two sample t-test of means compared to SS homozygote; *p≤ 0.05, **p≤0.005, ***p≤0.0005.).

**Table 2.** Summary of QTL for numbers of feathers on individual toes. **DOI:** http://dx.doi.org/10.7554/eLife.12115.006

Digit	LG	Loc (cM)	Scaffold	Position	LOD	PVE	Mean ± S.D.		
							SS	SF	FF
Digit 2, left foot	11	148	79	11,624,701	5.20	20.24	3.75 ± 1.13	6.95 ± 1.12*	12.19 ± 1.16***
Digit 3, right foot	20	0	70	136,746	7.71	24.1	9.06 ± 1.70	17.35 ± 1.48**	19.86 ± 1.83***
Digit 3, right foot	11	148	79	11,624,701	6.47	19.5	9.98 ± 1.60	15.60 ± 1.62*	21.02 ± 1.65***
Digit 3, left foot	20	0	70	136,746	10.79	29.84	8.66 ± 1.59	17.06 ± 1.41**	21.09 ± 1.86***
Digit 3, left foot	11	148	79	11,624,701	9.48	25.52	9.37 ± 1.52	16.26 ± 1.52**	21.30 ± 1.57***
Digit 4, right foot	20	32	95	2,464,788	7.33	21.36	2.44 ± 0.90	7.24 ± 0.75**	10.14 ± 1.10***
Digit 4, right foot	11	118	79	5,475,474	6.78	19.5	3.17 ± 0.89	6.91 ± 0.92*	9.95 ± 1.00***
Digit 4, left foot	20	30	95	2,464,788	9.37	26.83	2.44 ± 0.79	6.63 ± 0.66**	9.65 ± 0.96***
Digit 4, left foot	11	148	79	11,624,701	7.58	20.83	3.75 ± 1.14	6.95 ± 1.13*	12.19 ± 1.17***

LG, linkage group; Loc, genetic location of peak LOD score in centimorgans; S, allele from scaled parent; PVE, percent variance explained; F, allele from feathered parent; LOD, log10 odds ratio. (Welch two sample t-test of means compared to SS homozygote; *p≤0.05, **p≤0.005, ***p≤0.0005.).

In parallel to our experimental cross, we performed probabilistic whole-genome scans of allele-frequency differentiation (pFst; see Kronenberg et al., 2014) across a genetically and phenotypically diverse panel of breeds by comparing 15 feather-footed birds (4 groused and 11 muffed) to 28 scale-footed birds (Shapiro et al., 2013). Using this independent approach *across* breeds, the two most-highly differentiated pFst signals implicate the same genomic regions as the QTL study: genomic scaffold 79 is located on LG11 (p=4.44 x 10^–16^, genome-wide significance threshold = 2.11 x 10^–9^), and scaffolds 70 and 95 are adjacent to one another on LG20 (p=9.81 x 10^–13^) (Figure 2A, Figure 2—figure supplement 1A,B)

**Figure 2.**
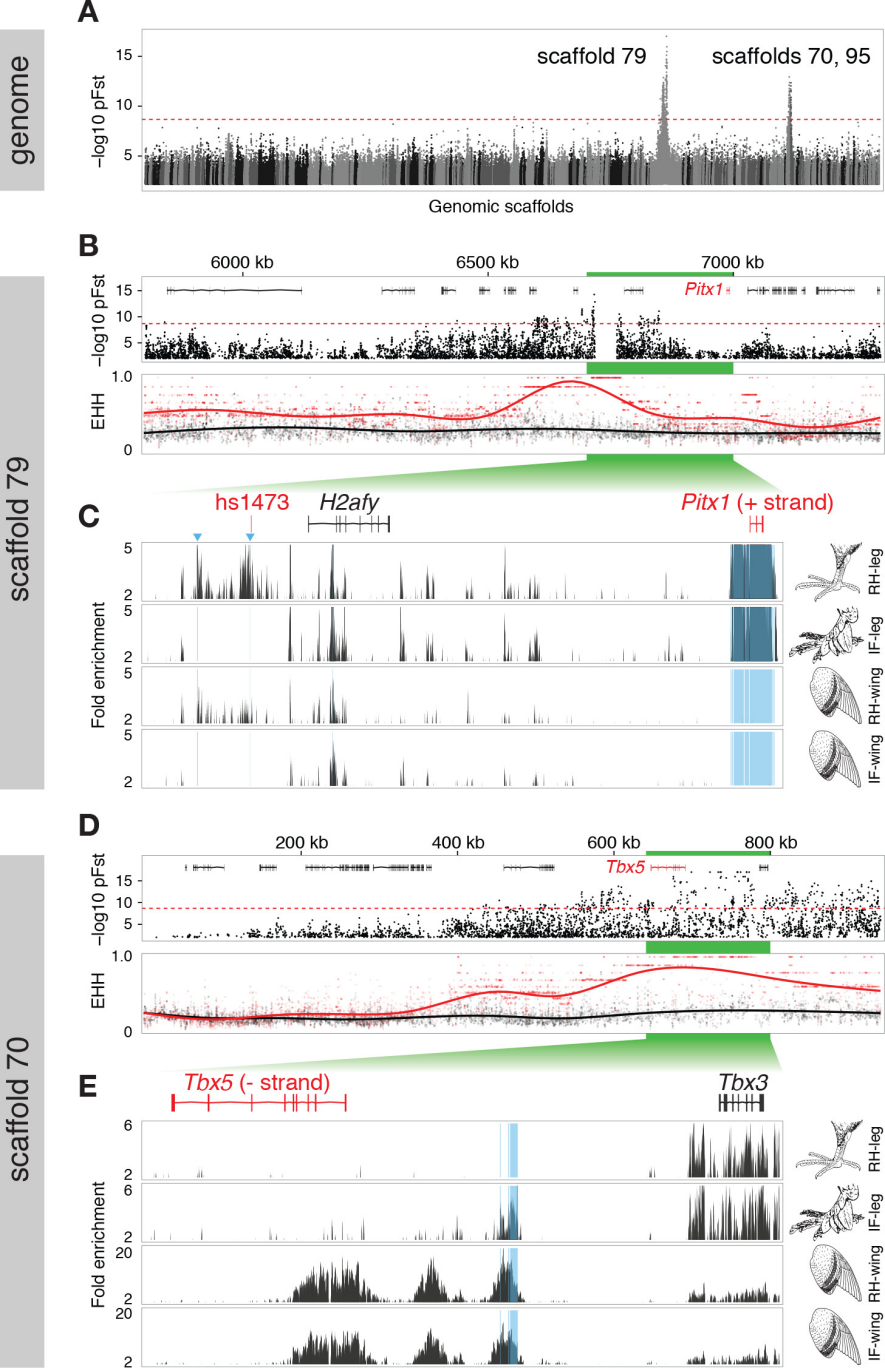
Two regions of genomic differentiation and H3K27ac enrichment distinguish scale- and feather-footed pigeons. (**A**) Whole-genome pFst comparisons between genomes of feather-footed and scale-footed pigeons. Scaffolds are ordered by genetic position in a linkage map from an F_2_ cross (see Figure 1). Dashed line, genome-wide significance threshold. (**B**) pFst and extended haplotype homozygosity (EHH) plots for region of high differentiation on scaffold 79. Feather-footed birds (n=10, red in EHH plot) homozygous for a 44-kb deletion are differentiated from scale-footed birds (n=28, black) and show extended haplotype homozygosity in this region. Smoothed lines follow a generalized additive model (Wickham, 2009). (**C**) H3K27ac ChIP-seq enrichment differed significantly between embryonic wing and leg buds of the scale-footed racing homer (RH) in several regions (blue shading), including within a 44-kb interval that is deleted in the muffed Indian fantail (IF; blue arrowheads). This deleted region is orthologous to a known human limb enhancer (hs1473). (**D**) Selection scans show similar patterns of differentiation on scaffold 70 between muffed (n=11, red in EHH plot) and scale-footed birds (n=28, black). (**E**) H3K27ac ChIP-seq enrichment differed significantly between leg buds of racing homer and Indian fantail embryos in regions immediately 5’ of *Tbx5* (blue shading). Foot and wing drawings modified after Levi (1986). **DOI:** http://dx.doi.org/10.7554/eLife.12115.007

**Figure 2—figure supplement 1.**
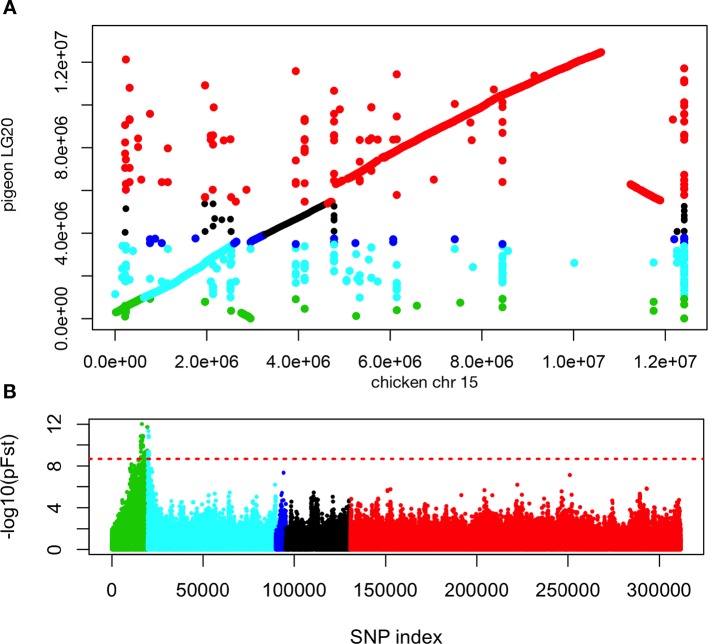
Synteny and genomic differentiation of pigeon LG20. (**A**) Lastz alignment of pigeon scaffolds corresponding to linkage group 20 with chicken chromosome 15. (**B**) pFst scan of scaffolds from linkage group 20, ordered based on genetic linkage and synteny with chicken chromosome 15. green = scaffold 70, aqua = scaffold 95, blue = scaffold 737, black = scaffold 143, red = scaffold 20. Red line = whole genome significance threshold (2.11 x 10^–9^). **DOI:** http://dx.doi.org/10.7554/eLife.12115.008

**Figure 2—figure supplement 2.**
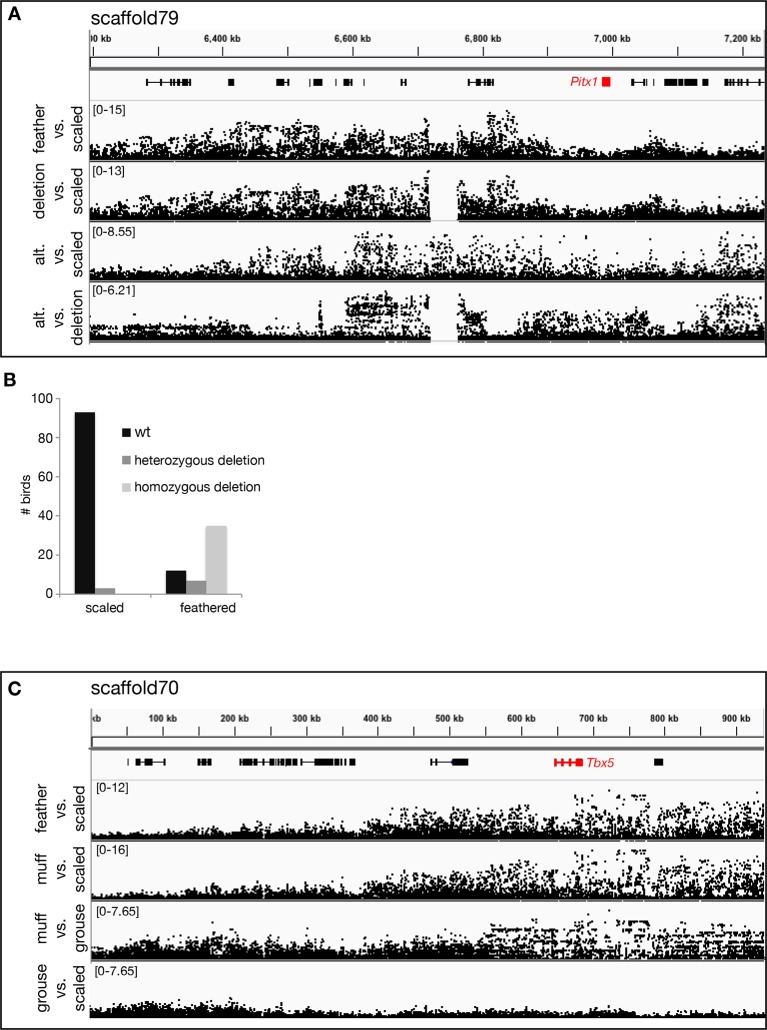
Genomic association scans. (**A**) pFst scans on scaffold 79 showing all feather-footed birds vs. all scale-footed birds, feather-footed birds homozygous for deletion vs. scale-footed birds, feather-footed birds lacking the deletion (alt) vs. scale-footed birds, and feather-footed birds lacking the deletion (alt) vs. feather-footed birds homozygous for the deletion. (**B**) Histogram of genotypes for scaffold 79 deletion, scale-footed vs. feather-footed phenotype. (**C**) pFst scans on scaffold 70 showing all feather-footed birds vs. scale-footed birds, muff birds vs. scale-footed birds, muff vs. grouse birds, and grouse vs. scale-footed birds. Range of –log_10_(pFst) values on left side of each plot. **DOI:** http://dx.doi.org/10.7554/eLife.12115.009

**Figure 2—figure supplement 3.**
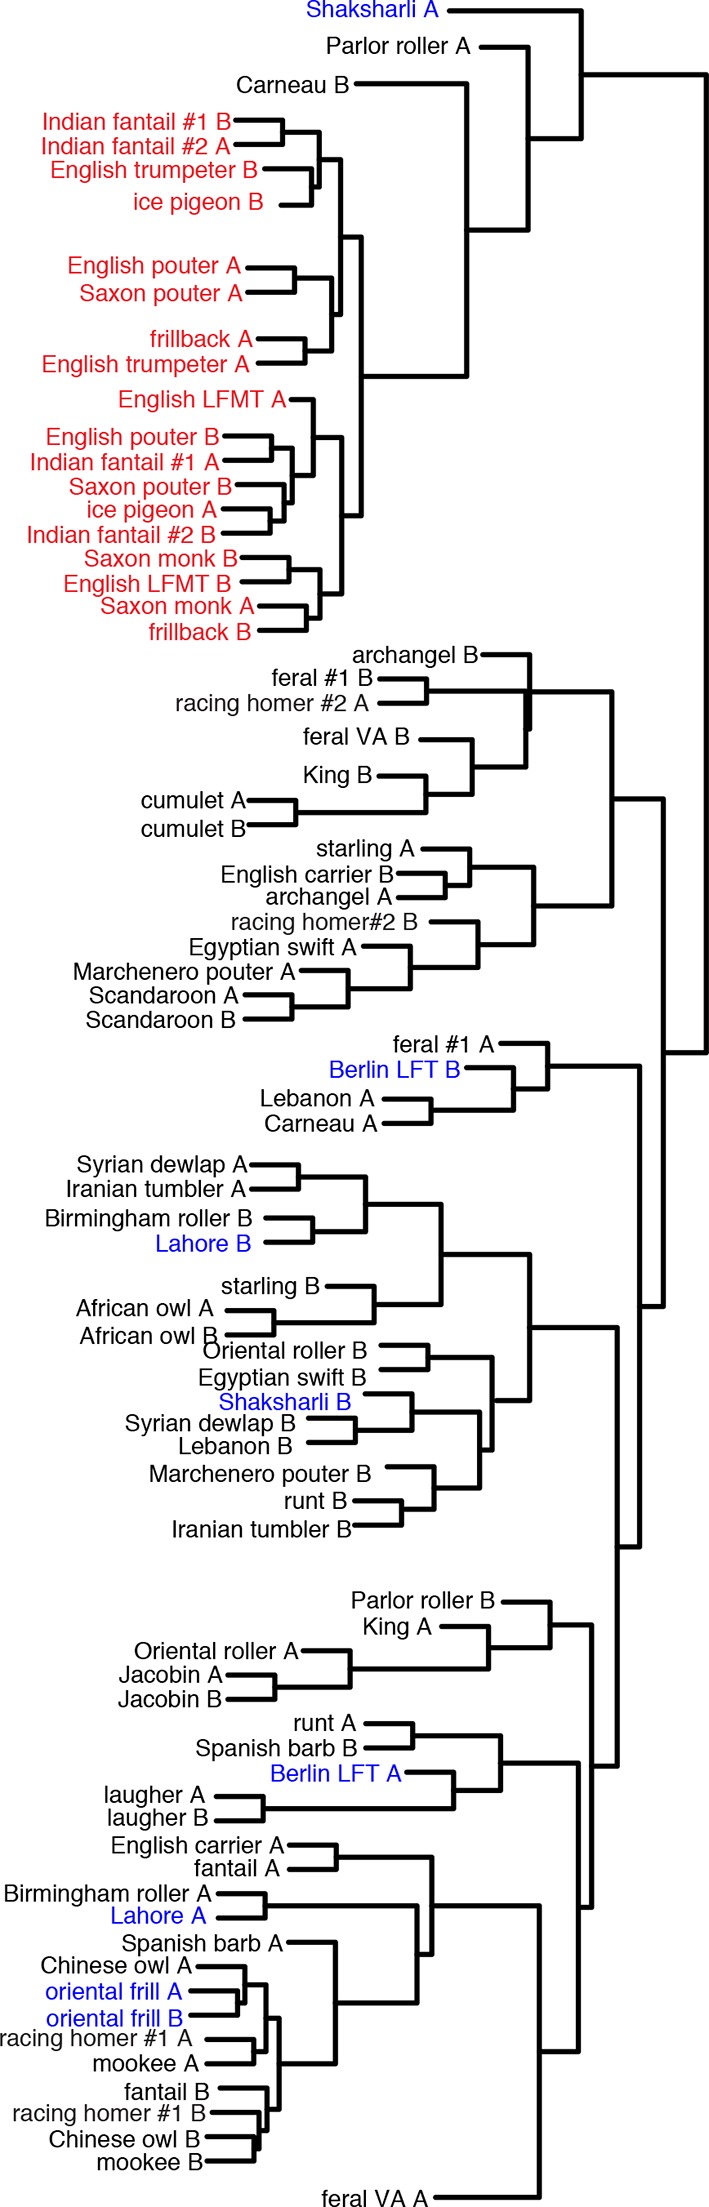
Haplotype diagram of scaffold 70 candidate interval. Haplotypes clustered based on binary distance from muff (red), grouse (blue), and scale-footed (black) birds. **DOI:** http://dx.doi.org/10.7554/eLife.12115.010

The peak pFst region on scaffold 79 contained a 44-kb deletion (from 6.719–6.763 Mb) that was homozygous in 10, and heterozygous in 2 of the 15 feather-footed birds (Figure 2B,C; Figure 2—figure supplement 2A). Birds homozygous for the deletion showed elevated levels of haplotype homozygosity relative to scaled birds, a signature of positive selection on this region (Figure 2B). This deletion spans an element orthologous to a known human limb enhancer, hs1473 (Spielmann et al., 2012), which contains active chromatin marks (Cotney et al., 2012) and is bound by the hindlimb-specific transcription factor Pitx1 in the developing mouse hindlimb (Infante et al., 2013) (Figure 2C). The locus was homozygous for the deletion in 35 of 54 additional feather-footed birds from 21 breeds, but was never homozygous in 96 scale-footed birds from 56 breeds (Chi-square, p<0.0001; Figure 2—figure supplement 2B). The 3 feather-footed birds from our whole-genome panel that did not have this deletion (including the male founder of the aforementioned genetic cross implicating this same region) also showed allelic differentiation from scale-footed birds over this interval, suggesting that an additional feathered-foot allele may also exist at this locus (Figure 2—figure supplement 2A).

In contrast to the differentiation signal we observed between scale-footed and all feather-footed birds on scaffold 79, only the muffed birds (more heavily feathered) showed signatures of selection and shared similar haplotypes on scaffold 70 (higher pFst signal than the adjacent scaffold 95) (Figure 2D, Figure 2—figure supplements 2C, 3). Thus, both QTL analyses and whole-genome scans show that mutation on scaffold 79 alone is sufficient for the grouse phenotype (*gr* locus), and point to scaffold 70 as the major-effect locus for longer toe feathers in birds with muffs (*Sl* locus) (Figure 1F,G).

### Expression of limb outgrowth and identity genes differs between scale-footed and feather-footed breeds

Next, we examined scaffolds 79 and 70 for candidate genes that might control the scale-to-feather transition. The highest pFst peak on scaffold 79 – corresponding to the major-effect QTL on LG 11 for the proportion of tarsometatarsal feathering – was approximately 200 kb upstream of *Pitx1,* a gene that encodes a homeobox-containing transcription factor that is normally expressed in the vertebrate hindlimb but not the forelimb (Figure 2B). The highest pFst peak on scaffold 70 – corresponding to the major-effect QTL on LG 20 for toe feather length – was 40 kb upstream of *Tbx5*, a gene that encodes a T-box transcription factor that is normally expressed in the vertebrate forelimb but not the hindlimb (Figure 2D). These regions were especially intriguing because these two genes encode key transcriptional regulators of forelimb (*Tbx5)* and hindlimb (*Pitx1*) identity and development (Logan et al., 1998; Logan and Tabin, 1999; Rodriguez-Esteban et al., 1999; Szeto et al., 1999; Takeuchi et al., 1999). For example, misexpression of *Pitx1* in the embryonic chick forelimb blocks feather development (Logan and Tabin, 1999), while misexpression of *Tbx5* in the early hindlimb field of embryonic chickens is sufficient to induce a partial wing-like transformation, including feather formation on the feet (Takeuchi et al., 1999). In mouse, *Pitx1* (but not *Tbx5)* plays a role in determining limb-type identity (Szeto et al., 1999; Minguillon et al., 2005; DeLaurier et al., 2006), suggesting that the roles of *Tbx5* in limb outgrowth and identity have diversified during amniote evolution (Horton et al., 2008).

We did not identify any fixed non-synonymous coding changes in *Pitx1* or *Tbx5* between scale-footed and feather-footed breeds of pigeon. However, we found striking differences in embryonic hindlimb expression of these genes among three different breeds – racing homer (scale-footed), Indian fantail (small-muffed), and English trumpeter (large-muffed) – at Hamburger-Hamilton stage 25 (HH25; Hamburger and Hamilton, 1951). *Pitx1* expression was reduced in both muffed breeds (expression relative to racing homer: Indian fantail 0.75 ± 0.06, p=0.0007; English trumpeter 0.40 ± 0.05, p=0.0007; n = 6 each) and was more severely reduced in the large-muffed English trumpeter (p=0.002) (Figure 3A). Conversely, *Tbx5*, the forelimb-specific transcription factor, was ectopically expressed in the hindlimbs of both muffed breeds (hindlimb expression relative to racing homer forelimb: racing homer 0.001 ± 0.0004; Indian fantail 0.01 ± 0.008, p=0.0007; English trumpeter 0.14 ± 0.05, p=0.0007; n = 6 each), and was higher in the large-muffed English trumpeter (p=0.002) (Figure 3B). Forelimb expression of *Tbx5* was indistinguishable among the three breeds, indicating that upregulation of *Tbx5* in feather-footed breeds is restricted to the hindlimb (Figure 3—figure supplement 1A).

**Figure 3.**
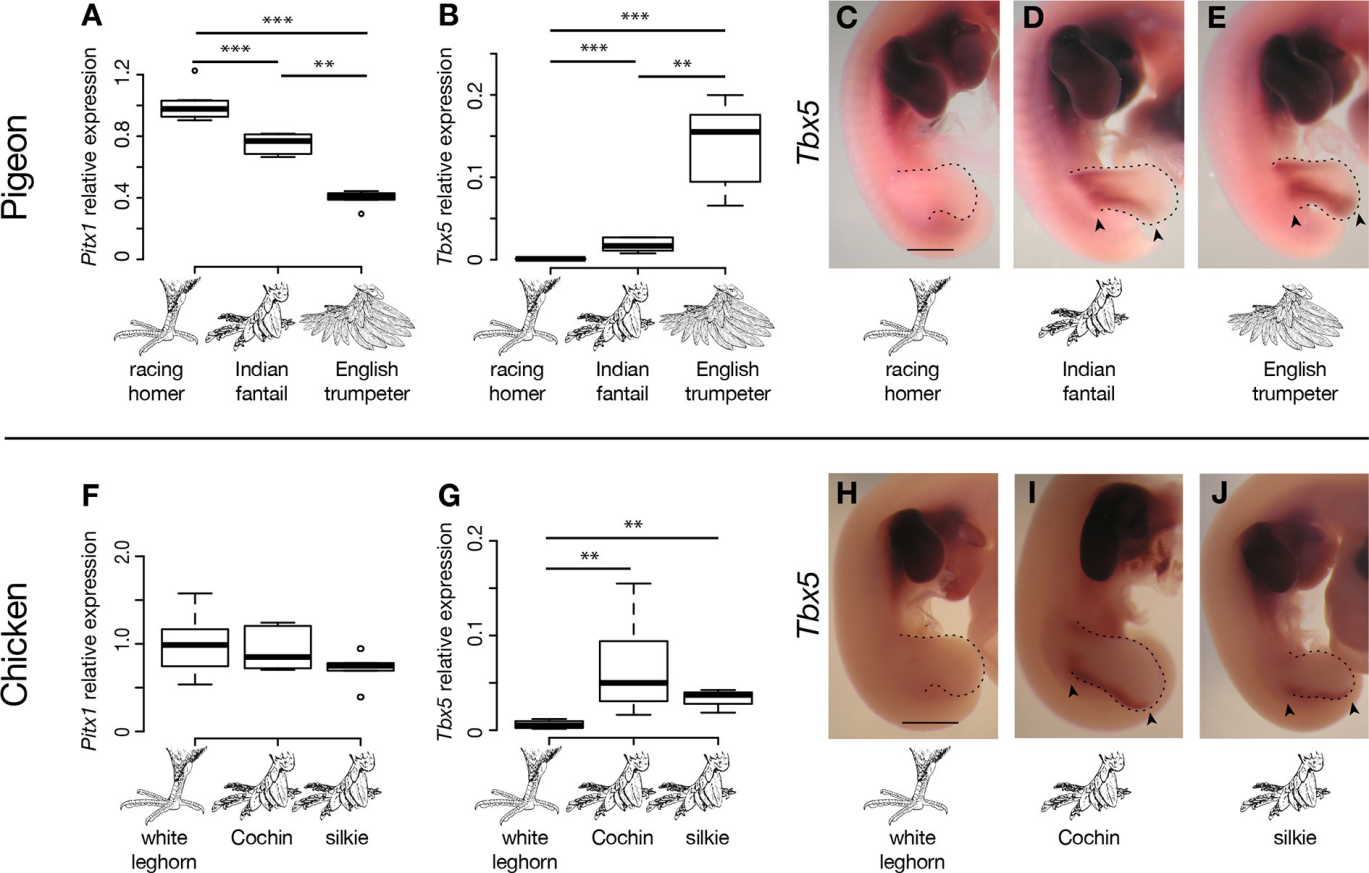
Limb-type gene expression varies among feathered and scaled pigeons and chickens. (**A**,**B**,**F**,**G**) qRT-PCR analyses of *Pitx1* and *Tbx5* expression in HH25 hindlimbs of pigeon (**A**,**B**) and chicken (**F**,**G**). Boxes span 1^st^ to 3^rd^ quartiles, bars extend to minimum and maximum observed values if within 1.5 times the interquartile range of the box, circles indicate values outside of this range, black line indicates median. **=p<0.01, ***=p<0.001. (**C-E**, **H-J**) RNA in situ hybridization for *Tbx5* expression in HH25 embryos of racing homer (**C**), Indian fantail (**D**), and English trumpeter (**E**) pigeons; and white leghorn (**H**), Cochin (**I**), and silkie (**J**) chickens. Arrowheads indicate sites of ectopic *Tbx5* expression. Scale bar = 1 mm. **DOI:** http://dx.doi.org/10.7554/eLife.12115.011 10.7554/eLife.12115.012Figure 3—source data 1.Source data from quantitative RT-PCR experiments.Abbreviations: fl, embryonic forelimb; hl, embryonic hindlimb.**DOI:** http://dx.doi.org/10.7554/eLife.12115.012

**Figure 3—figure supplement 1.**
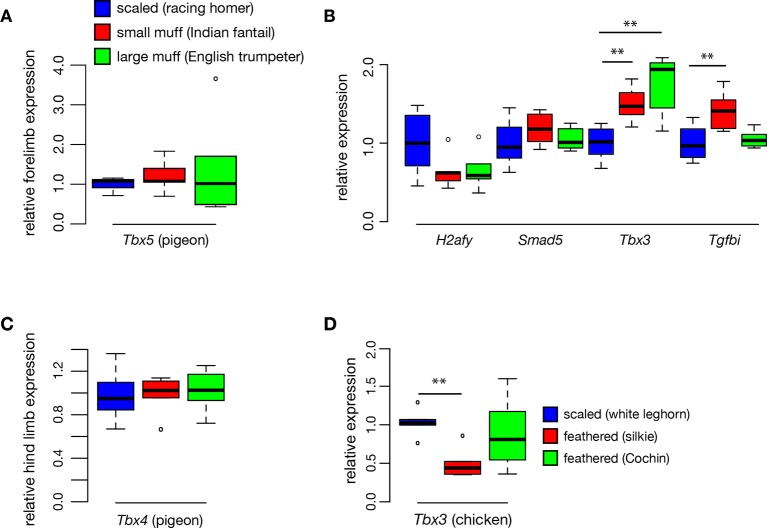
Quantitative RT-PCR expression analyses. (**A**) Expression levels of *Tbx5* are similar among racing homer, Indian fantail, and English trumpeter HH25 forelimb buds (n = 6 samples each for all pigeon and chicken comparisons). (**B**) Expression comparisons for additional genes within candidate intervals on scaffolds 70 and 79. See main text for further discussion of *Tbx3* results. (**C**) Expression levels of Tbx4 are similar among racing homer, Indian fantail, and English trumpeter hindlimbs. (**D**) Expression levels of *Tbx3* are reduced in HH25 hindlimb buds of one (but not both) feather-footed chicken breeds. **DOI:** http://dx.doi.org/10.7554/eLife.12115.013

**Figure 3—figure supplement 2.**
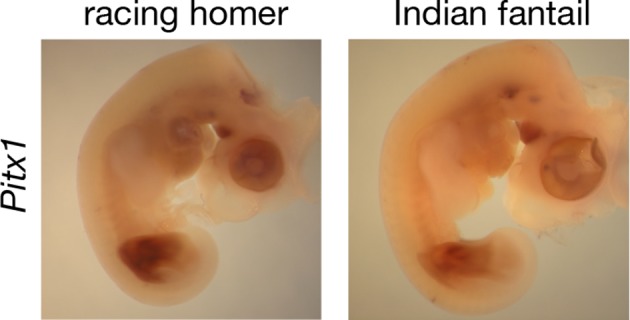
Spatial expression pattern of *Pitx1* is similar in hindlimb buds of scaled-foot and feathered-foot embryos. Whole-mount RNA in situ hybridization results for *Pitx1* expression in racing homer (scaled-foot, left) and Indian fantail (feathered-foot, right) HH25 embryos. **DOI:** http://dx.doi.org/10.7554/eLife.12115.014

**Figure 3—figure supplement 3.**
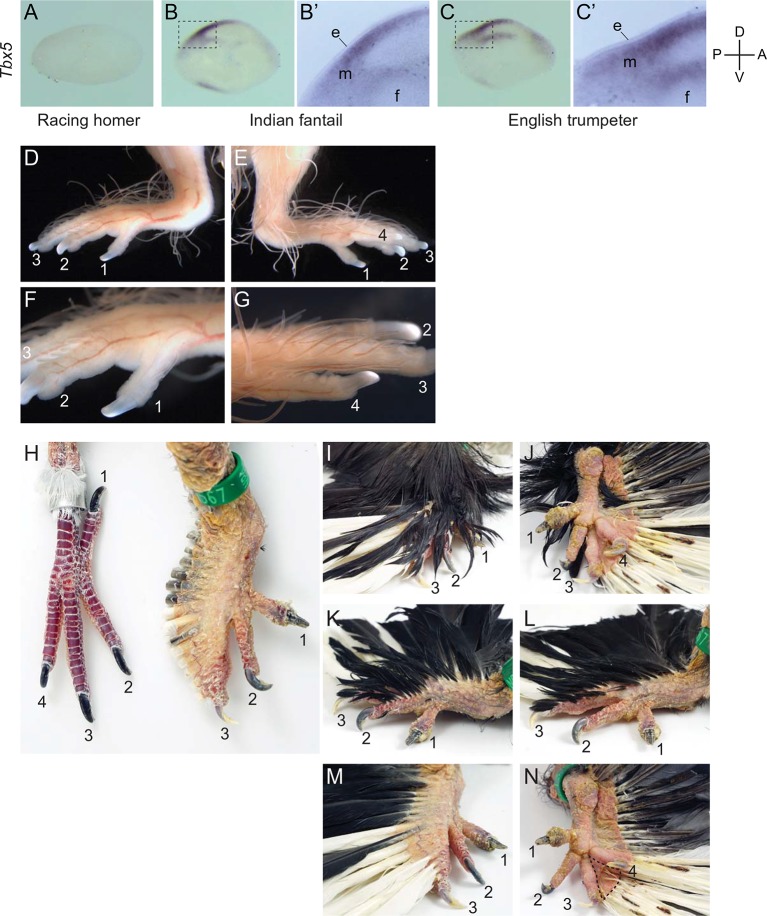
Ectopic hindlimb expression of *Tbx5* and epidermal transformations in embryos and adults. (**A-C’**) Vibrotome sections through HH25 pigeon hindlimbs shown in Figure 3C–E. *Tbx5* expression is absent from the hindlimb buds of the wild-type racing homer (**A**), but is present in the mesenchyme (most notably in the posterior-dorsal region) of the muffed Indian fantail and English trumpeter breeds. Magnified images (**B’**, **C’**) show that staining is limited to the mesenchyme (m) and does not extend into the ectoderm (e). Sections were cut in the zeugopod region; magnified sections include the fibula condensation (f). (**D-G**) Embryonic hindlimb of an English trumpeter at approximately 15 days of incubation. Digits are numbered from medial (1) to lateral (4). Feather primordia are visible as string-like structures throughout the limb in medial (**D**) and lateral (**E**) views. Feathers are longer on the lateral digits (**G**) than on the medial digits, and these differences persist into adulthood. (**H**) Comparison of adult feet of a racing homer (scaled, wild-type, left) and an English trumpeter (feathered, right). All small feathers have been plucked from the English trumpeter foot, and large feathers have been trimmed down to their insertions in the skin. Note that digit 4 in the English trumpeter is not visible due to the expanded skin on digit 3, and unlike the backward-facing digit 1 of the racing homer, digit 1 faces forward and medially. (**I-N**) Details of feather size and distribution in the foot of an English trumpeter. Distal ends of long feathers were clipped and therefore full adult feather size is not represented in these images. The toes are barely visible in a dorsal view of an intact foot (**I**), and the insertion of large feathers on the lateral side of the foot is visible in ventral view (**J**). Small feathers were plucked from digit 1 and the medial metatarsus to reveal the small feathers inserting on digit 2 in medial view (**K**), and feathers were plucked from digit 2 to reveal small feathers inserting on dorsal digit 3 and metatarsus (**L**). Removal of all small feathers shows the lateral insertion points of large feathers on digit 3 in dorsal view (**M**). Substantial expansion of lateral skin accommodates the insertion of these large feathers, and digit 4 is hidden from view. Similar skin expansion and large feather insertions characterize digit 4 and the lateral metatarsus (**N**, ventral view). Soft tissue webbing joins digits 3 and 4 (dashed line), as described by Darwin, 1868. **DOI:** http://dx.doi.org/10.7554/eLife.12115.015

We examined expression of additional genes within the two candidate regions at HH25, and found that the *Tbx5* paralog *Tbx3* was also differentially expressed in both feather-footed pigeon breeds relative to racing homer (Figure 3—figure supplement 1B). This could be due to the fact that *Tbx3* is a target of *Tbx5* (Mori et al., 2006; Postma et al., 2008), and additional experiments confirm that *cis*-regulatory changes do not drive this expression difference (see below). The hindlimb-specific transcription factor *Tbx4* is not contained in the candidate regions defined by our QTL mapping and genome-wide association studies, but this gene is a downstream transcriptional target of Pitx1 (Logan and Tabin, 1999; Takeuchi et al., 1999; Duboc and Logan, 2011). We therefore compared expression levels of *Tbx4* among scaled and feathered breeds at HH25, but found no significant differences at this stage (racing homer 1.00 ± 0.21; Indian fantail 1.00 ± 0.17, p=0.85; English trumpeter 1.05 ± 0.19, p=0.66; n = 6 each) (Figure 3—figure supplement 1C). Thus, the embryonic hindlimbs of muffed pigeons show quantitative expression changes in transcription factors with reciprocal limb expression domains, including the striking downregulation of a key hindlimb identity gene (*Pitx1)*, and the novel expression of a key forelimb-specific gene (*Tbx5)*.

We next analyzed the patterns of *Tbx5* and *Pitx1* expression in scaled and muffed pigeon embryos at HH25. Interestingly, ectopic hindlimb expression of *Tbx5* in muffed embryos was markedly different than its normal forelimb pattern in wild-type pigeons and other vertebrates (Gibson-Brown et al., 1998a; 1998b; Logan et al., 1998; Tamura et al., 1999; Ruvinsky et al., 2000). *Tbx5* is typically expressed throughout the mesoderm of the forelimb, but ectopic *Tbx5* expression was largely localized to the mesoderm of the proximal and posterior-dorsal hindlimb of the small-muffed Indian fantail (Figure 3D, Figure 3—figure supplement 3B). This domain was further expanded in the large-muffed English trumpeter (Figure 3E, Figure 3—figure supplement 3C), consistent with the quantitative differences in expression between the two breeds (Figure 3B). This domain shows a striking correlation with regions of epidermal transformation, as foot feathers are usually longest and most numerous on the posterior digits (Darwin, 1868; Levi, 1986) (Figure 3—figure supplement 3D–N). In contrast, and despite quantitative expression differences among breeds, *Pitx1* had a qualitatively similar expression domain in embryos of scale-footed and feather-footed breeds at this stage (Figure 3—figure supplement 2). Therefore, consistent with the critical role of mesoderm in determining ectodermal fate (Hughes et al., 2011), regionalized ectopic expression of *Tbx5* is correlated with enhanced local transformation of epidermal appendages.

### *Cis*-regulatory changes contribute to expression differences in *Pitx1* and *Tbx5* in muffed pigeons

If *cis-*acting regulatory mutations are responsible for the differences in *Pitx1, Tbx5,* and/or *Tbx3* expression between embryos of scale-footed and feather-footed pigeons, then differential expression of scaled-foot and feathered-foot alleles should persist in a common *trans*-acting cellular environment. To test this prediction, we generated F_1_ hybrid pigeon embryos by crossing an Old Dutch Capuchine (scale-footed) to a fairy swallow (muffed), and measured parent-of-origin allele expression in the hybrid embryonic hindlimb at HH25 (Figure 4A) (Domyan et al., 2014). Consistent with expression differences we observed *among* breeds (Figure 3A,B), expression of the feathered-foot allele of *Pitx1* was approximately 20% lower than the scaled-foot allele (expression of feathered-foot relative to scaled-foot allele: 0.807 ± 0.039, p=0.003, n = 6 embryos), and expression of the feathered-foot allele of *Tbx5* was nearly 1600% higher than the scaled-foot allele (relative expression of feathered-foot allele: 15.75 ± 4.69, p=0.002, n = 7 embryos) (Figure 4B,C). In contrast, expression levels of feathered-foot and scaled-foot alleles of *Tbx3* were indistinguishable (relative expression of feathered-foot allele: 0.99 ± 0.05, p=0.68, n = 7 embryos) (Figure 4D). These results directly show that *cis-*acting genetic changes alter expression of feathered-foot alleles of *Pitx1* and *Tbx5*, but not *Tbx3*, in the embryonic pigeon hindlimb.

**Figure 4.**
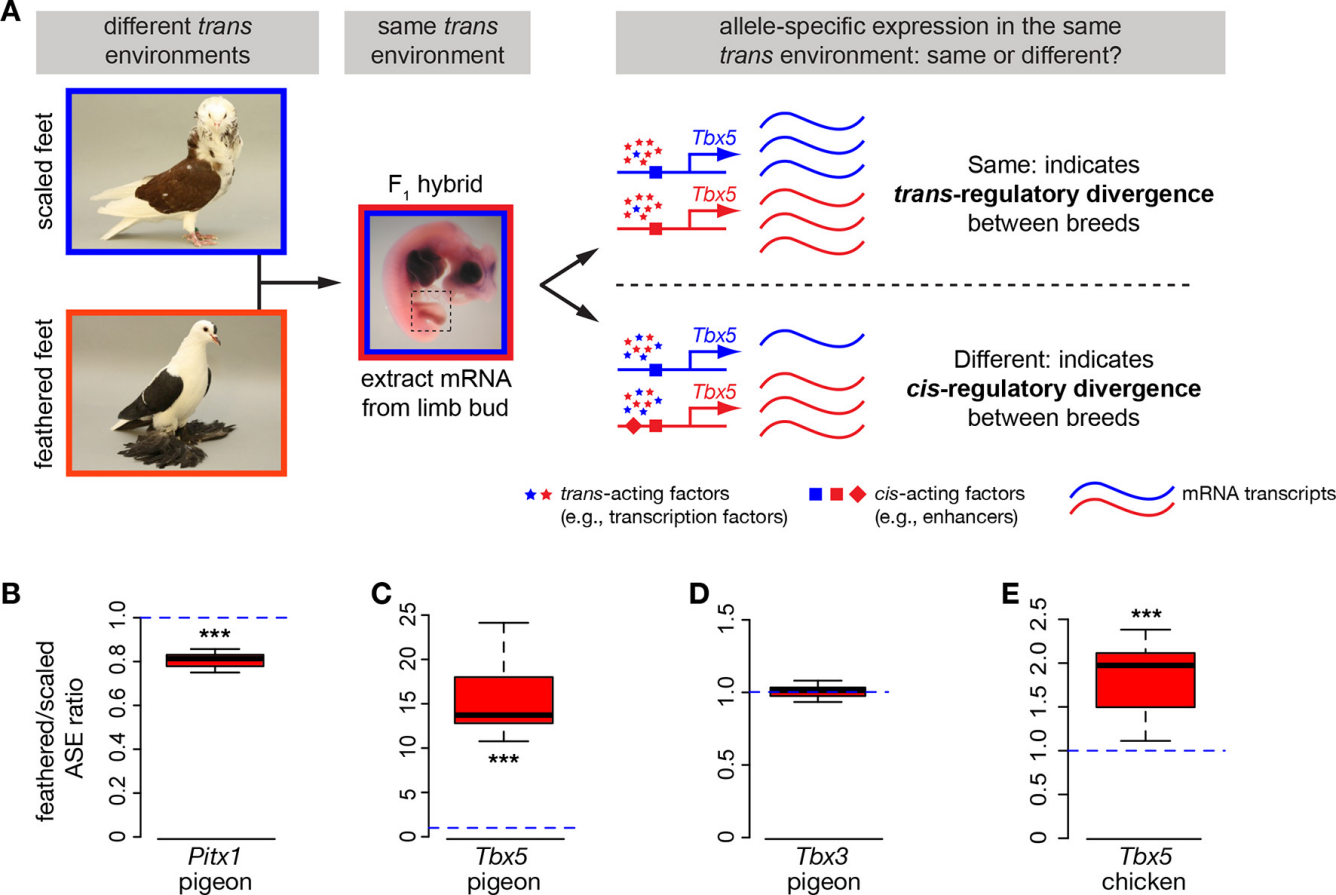
Allele-specific expression (ASE) assays demonstrate cis-regulatory changes in *Pitx1* and *Tbx5*. (**A**) Schematic of ASE assay using *Tbx5* expression as an example. Differences in *Tbx5* expression between scale-footed and feather-footed breeds could be due to *trans*- and/or *cis*-acting mutations. If expression differences between parental breeds are due to *trans* changes only (stars), then expression of the two *Tbx5* alleles in hybrid embryos will be the same (top right). In contrast, if *cis*-regulatory changes underlie differences in *Tbx5* expression between the parental breeds, then expression of the two *Tbx5* alleles in hybrid embryos will be different (bottom right). (**B-D**) ASE assay in hybrid hindlimb buds indicate *cis*-regulatory divergence between scale-footed (Old Dutch Capuchine) and muffed (fairy swallow) pigeon breeds in *Pitx1* (**B**) and *Tbx5* (**C**), but not in *Tbx3* (**D**). Dashed blue line indicates null hypothesis of equal expression of alleles. (**E**) ASE assay in hybrid hindlimb buds indicate cis-regulatory divergence in *Tbx5* between feather-footed (silkie) and scale-footed (white leghorn) chicken breeds. Boxes in (**B-E**) span 1^st^ to 3^rd^ quartiles, bars extend to minimum and maximum observed values if within 1.5 times the interquartile range of the box, circles indicate values outside of this range, black line indicates median. **p≤0.01 ***p≤0.005. **DOI:** http://dx.doi.org/10.7554/eLife.12115.016 10.7554/eLife.12115.017Figure 4—source data 1.Source data from pyrosequencing ASE experiments.Abbreviations: fl, embryonic forelimb; hl, embryonic hindlimb.**DOI:** http://dx.doi.org/10.7554/eLife.12115.017

### Patterns of open chromatin differ between scale-footed and feather-footed pigeon breeds

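Enhancer activity was measured in limb buds of HH25 embryos of the scale-footed racing homer and the small-muffed Indian fantail by ChIP-seq for H3K27ac, a histone acetylation mark of active enhancers and promoters. For each breed and limb, 2 ChIP libraries and 2 input libraries were sequenced, 16 libraries in all. The authors deposited a single list of peaks for each breed and limb, in which the replicates are not kept apart, so no value below has an error between replicates. The lists hold no read counts, and the depth behind each peak is unknown. The paper's text does not name the program that called these peaks, the aligner or the genome build used for these libraries; positions are given on the scaffolds as the lists number them. Each peak carries the authors' score, which is at least 50 in each list and is exactly 3100 for many of the strongest peaks. Its scale is not stated in the paper's text, and it is used here only to describe, rank or filter peaks within a list. The racing homer lists hold 16474 forelimb peaks and 18821 hindlimb peaks, and the Indian fantail lists hold 15357 and 22407. Median peak widths were between 1486 and 1703 bp. Peaks were counted as shared when they overlapped by at least 1 bp. Of the racing homer hindlimb peaks, 86.3% (95% Wilson interval 85.8–86.8%) were shared with the Indian fantail hindlimb list, and of the Indian fantail hindlimb peaks, 70.0% (69.4–70.6%) were shared with the racing homer hindlimb list. These intervals cover counting error only. When an overlap of at least 50% of both peaks was required, the shares were 75.4% and 63.4%. For the hindlimbs of the breeds, the authors also deposited the regions that function bdgdiff of MACS2 called differentially enriched, each with a log10 likelihood ratio of at least 3.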

We next performed genome-wide comparisons of differential enhancer activity in embryonic limbs of racing homers and Indian fantails, using H3K27ac as a marker for open chromatin (Creyghton et al., 2010). Strikingly, two regions of significantly different enrichment in racing homer hindlimbs relative to forelimbs were within the 44-kb genomic region that is deleted in the Indian fantail, and one of these regions (log10 likelihood ratio = 4.93) is adjacent to the hs1473 limb enhancer (Figure 2C). Furthermore, the most significant differentially enriched region in Indian fantail hindlimbs relative to racing homer hindlimbs was directly upstream of *Tbx5* (log10 likelihood ratio = 10.3) (Figure 2E). 

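On scaffold 79, the deleted interval spans 6.719–6.763 Mb. The racing homer hindlimb list has 9 peaks in it, which cover 35.3 kb, and the racing homer forelimb list has 4 peaks, which cover 10.1 kb. The hindlimb peak with the highest score in the interval, 1162, lies from 6744521 to 6752202 and overlaps the highest-scoring forelimb peak, from 6746226 to 6751472 with a score of 456. A hindlimb peak from 6721947 to 6728120 has a score of 763 and overlaps a forelimb peak from 6724973 to 6727693 with a score of 276. The other two forelimb peaks have scores of 51.6 and 57.2, close to the lowest score in the list. Among peaks with a score at or above the median of their own list, 7 hindlimb and 2 forelimb peaks lie in the interval. The paper's comparison of racing homer hindlimbs with forelimbs is not analysed here. Neither Indian fantail list has a peak in the interval. A peak just outside it ends 57 bp before its start in the Indian fantail hindlimb list and 258 bp before it in the forelimb list. With the genome divided into windows of 44 kb, 42 other windows hold at least 9 racing homer hindlimb peaks, and each of them holds at least 4 Indian fantail hindlimb peaks. In the authors' deposited table, 10 regions higher in racing homer than in Indian fantail hindlimbs lie in the interval, each with a log10 likelihood ratio of at least 56.5.

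**Figure D1:**
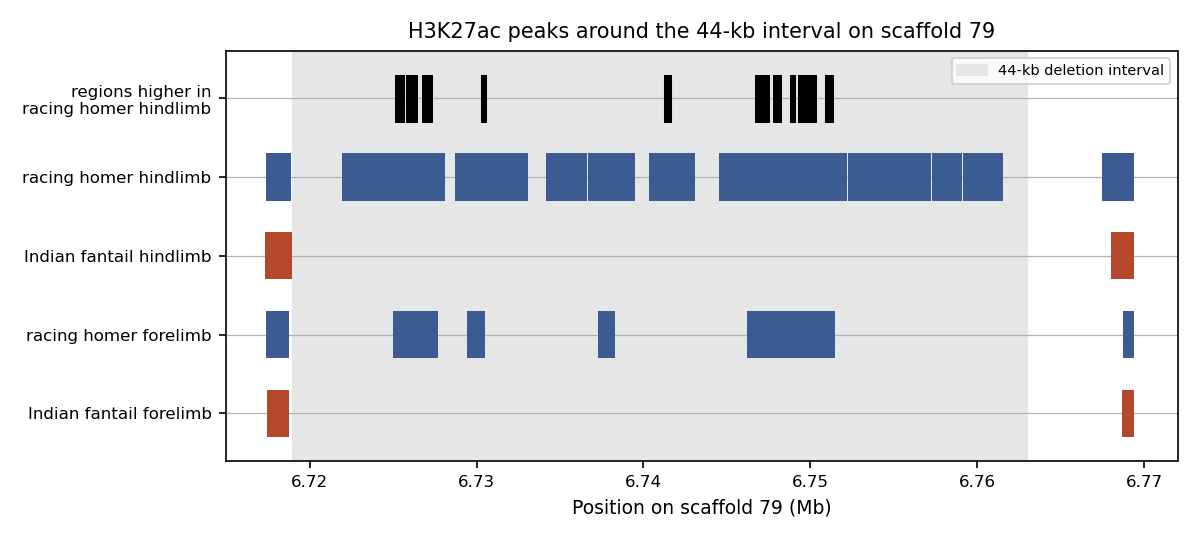
Peaks of each of the 4 lists along scaffold 79 around the deleted interval (shaded), with position in Mb on the horizontal axis, one track per list, and the regions of the authors' deposited table that are higher in racing homer hindlimbs. The 9 racing homer hindlimb peaks and 4 forelimb peaks fall in the shaded interval, where both Indian fantail tracks are empty.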

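The authors' deposited table lists 30 regions higher in Indian fantail hindlimbs and 31 regions higher in racing homer hindlimbs. Their log10 likelihood ratios range from 3.14 to 10.35 (median 4.40) in the first direction and from 3.32 to 99.7 (median 15.7) in the second. The second direction includes the 10 regions of the deleted interval, with ratios from 56.5 to 99.7. The paper reports that sequence as deleted in the Indian fantail, so these ratios do not measure a difference in acetylation. The ranges and medians of the 2 directions therefore cannot be compared as strengths of enrichment. Of the 5 regions highest in the first direction in the authors' deposited table, 3 lie on scaffold 70 in the 0.64–0.76 Mb window of Figure 2E, which contains *Tbx5*. The first of them, from 732192 to 734136, has a log10 likelihood ratio of 10.35 and is the highest in the authors' deposited table for this direction. The authors' values for the other two are 10.30 for the region from 729627 to 729834 and 8.01 for the region from 731693 to 731996. All 3 lie within a single Indian fantail hindlimb peak, from 727306 to 735823 with a score of 1381, and over no racing homer hindlimb peak. The last 2 of these 5 regions in the authors' deposited table lie on scaffold 961 from 24346 to 24697, with a log10 likelihood ratio of 10.25, and on scaffold 383 from 1079311 to 1079548, with 6.88. Both lie over an Indian fantail hindlimb peak and no racing homer hindlimb peak. The ratios carry no error between replicates, so the order of the values 10.35, 10.30 and 10.25 in the authors' deposited table was not tested.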

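In the 0.64–0.76 Mb window of scaffold 70, the racing homer forelimb list has 10 peaks covering 66.0 kb and the Indian fantail forelimb list has 9 peaks covering 69.1 kb. The Indian fantail hindlimb list has 4 peaks covering 13.2 kb, and the racing homer hindlimb list has 0. The strongest of these 4 hindlimb peaks lies within a racing homer forelimb peak, from 724411 to 736115, and within an Indian fantail forelimb peak, from 723453 to 736159, both with a score of 3100. The other hindlimb peaks have scores from 54.2 to 177 and also lie within forelimb peaks of both breeds. A racing homer forelimb peak from 677169 to 686575, with a score of 3100, has no counterpart in the Indian fantail hindlimb list. Across the genome, 6 of the 30 regions higher in Indian fantail hindlimbs in the authors' deposited table (20.0%, Wilson interval 9.51–37.3%) lie over a racing homer forelimb peak and over no racing homer hindlimb peak. The lack of a racing homer hindlimb peak is partly built into this share, because the regions were called for lower enrichment there: 15 of the 30 regions in the authors' deposited table lie over a racing homer hindlimb peak, against 70.0% of all Indian fantail hindlimb peaks. Over a racing homer forelimb peak lie 17 of the 30 regions in the authors' deposited table, against 59.0% of all Indian fantail hindlimb peaks. The regions have a median length of 234 bp and the Indian fantail hindlimb peaks of 1644 bp. Shorter intervals overlap fewer peaks, and length was not matched in the comparisons with 70.0% and 59.0%, so these describe unlike intervals. The share of 20.0% was between 17.2% and 23.3% under the alternatives in overlap, score, list size, likelihood ratio and merging. Of the 6 regions, 3 are the neighbouring regions near *Tbx5*. Without them, in a comparison chosen after the data were seen, the share was 11.1%. In the mirrored comparison, 1 of the 31 regions higher in racing homer hindlimbs in the authors' deposited table (3.23%, 0.572–16.2%) lies over an Indian fantail forelimb peak and over no Indian fantail hindlimb peak. Among all racing homer forelimb peaks absent from the racing homer hindlimb list, 1588 of 3293 (48.2%, 46.5–49.9%) overlap an Indian fantail hindlimb peak. The mirrored share, of Indian fantail forelimb peaks absent from the Indian fantail hindlimb list that overlap a racing homer hindlimb peak, was 526 of 1939 (27.1%, 25.2–29.2%). The order of these shares reversed, to 31.4% and 34.2%, when an overlap of at least 50% of both peaks was required, and the shares were 34.3% and 27.4% with lists of equal size. The 50% rule was also applied to absence from the hindlimb list of the same breed. It therefore counted more forelimb peaks as absent, 5239 in the racing homer and 3975 in the Indian fantail, and the reversal compares different sets of peaks.

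**Figure D2:**
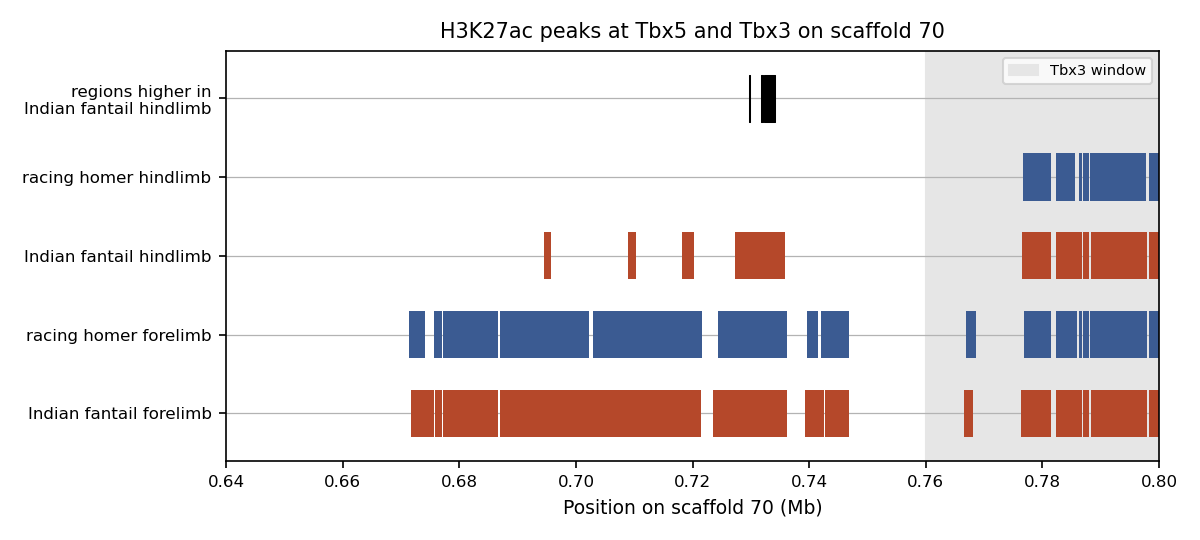
Peaks of each of the 4 lists along scaffold 70, with position in Mb on the horizontal axis, one track per list, and the regions of the authors' deposited table that are higher in Indian fantail hindlimbs. The 3 regions lie over the strongest of the 4 Indian fantail hindlimb peaks and under long peaks of both forelimb tracks, where the racing homer hindlimb track is empty.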

The overlapping patterns of enrichment in Indian fantail hindlimbs and wild-type forelimbs suggest that ectopic hindlimb expression of *Tbx5* could be due to de-repression of forelimb-specific enhancers. In summary, the differential expression of *Pitx1* and *Tbx5* among pigeon breeds (Figure 3) and between alleles (Figure 4) is also reflected by differential chromatin activation at these genes.

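Beyond the deletion, the window of scaffold 79 from 6.763 to 7 Mb contains *H2afy* and *Pitx1* (Figure 2C). There, the racing homer hindlimb list has 15 peaks covering 54.4 kb and the Indian fantail hindlimb list has 16 peaks covering 61.4 kb. The forelimb lists have 8 peaks covering 14.5 kb in the racing homer and 6 peaks covering 14.0 kb in the Indian fantail. The longest hindlimb peak in this window spans 6978327 to 6999257 in the racing homer, with a score of 3100. In the Indian fantail hindlimb list, its place is taken by a peak from 6978330 to 6997097, also with a score of 3100, and a peak from 6997997 to 6999489 with a score of 309. Between these peaks lies the only region of the window in the authors' deposited table, from 6997287 to 6997713, which is higher in racing homer hindlimbs with a log10 likelihood ratio of 81.5. Neither forelimb list has a peak over this region. In the 0.76–0.8 Mb window of scaffold 70, which contains *Tbx3*, the forelimb lists have 9 racing homer and 8 Indian fantail peaks, and the hindlimb lists have 8 and 7. The authors' deposited table has 0 regions in this window in either direction. From the overlap between enrichment in Indian fantail hindlimbs and in wild-type forelimbs, the paper proposes that hindlimb expression of *Tbx5* could reflect de-repression of enhancers specific to the forelimb. The paper states that the expression differences of *Pitx1* and *Tbx5* have a counterpart in chromatin activation.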

### Muffed pigeon breeds incur musculoskeletal patterning changes

In mouse and chicken embryos, experimental manipulation of *Pitx1* and *Tbx5* expression can result in muscular and skeletal abnormalities. Experiments in both chick and mouse consistently demonstrate that *Pitx1* plays a necessary (but not sufficient) role in determining hindlimb-type morphology of the skeleton, muscles, and tendons (Logan and Tabin, 1999; Takeuchi et al., 1999; Minguillon et al., 2005; DeLaurier et al., 2006; Duboc and Logan, 2011). Experimentally induced ectopic expression of *Tbx5* in the hindlimbs of chick embryos can also induce muscular and skeletal anomalies, although *Tbx5* does not directly control limb skeletal patterning or determine forelimb-type morphology in mice (Rodriguez-Esteban et al., 1999; Takeuchi et al., 1999; Minguillon et al., 2005; Hasson et al., 2007) However, normal patterning of limb muscles and tendons is dependent on *Tbx5* and *Tbx4* in mice (Hasson et al., 2010). These apparent discrepancies between mammalian and avian systems point to subtle differences in limb development in different lineages (Horton et al., 2008).

Given the dramatic musculoskeletal defects observed in other organisms with experimentally altered *Pitx1* and *Tbx5* expression, we compared the hindlimb morphology of adult feral pigeons (scale-footed, n=2) to that of the English trumpeter (muffed, n=2) and the Pomeranian pouter (muffed, n=1). We found consistent soft-tissue patterning defects in both feather-footed pigeon breeds: the fibularis longus (FL) tendon inserts on the dorsal rather than ventral surface of the proximal tarsometatarsus, the flexor perforans et perforatus (FPP3) muscle adopts a longitudinal rather than pennate fiber orientation, and a slip of the FPP3 fuses with the FL tendon (Figure 5A). These changes are aberrations of normal patterning, although they are not necessarily clear transformations to a more forelimb-like configuration. We also found that the fibula, which is normally splint-like and shorter than the tibia in pigeons, was enlarged (Figure 5D,E) and two phalanges of digit 4 were fused in feather-footed breeds (not shown). These are not necessarily limb-type transformations, either. However, experimental ectopic expression of *Tbx5* in the hindlimbs of chick embryos produces an enlargement of the fibula reminiscent of extreme pigeon phenotypes, and Takeuchi et al., 1999 compared this morphology to a forelimb-like condition (the fibula “makes a joint at its distal end like a normal ulna [the corresponding postaxial zeugopod bone of the forelimb],” p. 810). Notably, all of the modified structures of ptilopodous pigeons develop in the posterior (lateral in the adult) and dorsal hindlimb, which are the primary sites of ectopic *Tbx5* expression. Thus, the morphological changes to the hindlimbs of feather-footed pigeon breeds are considerably more than skin deep.

**Figure 5.**
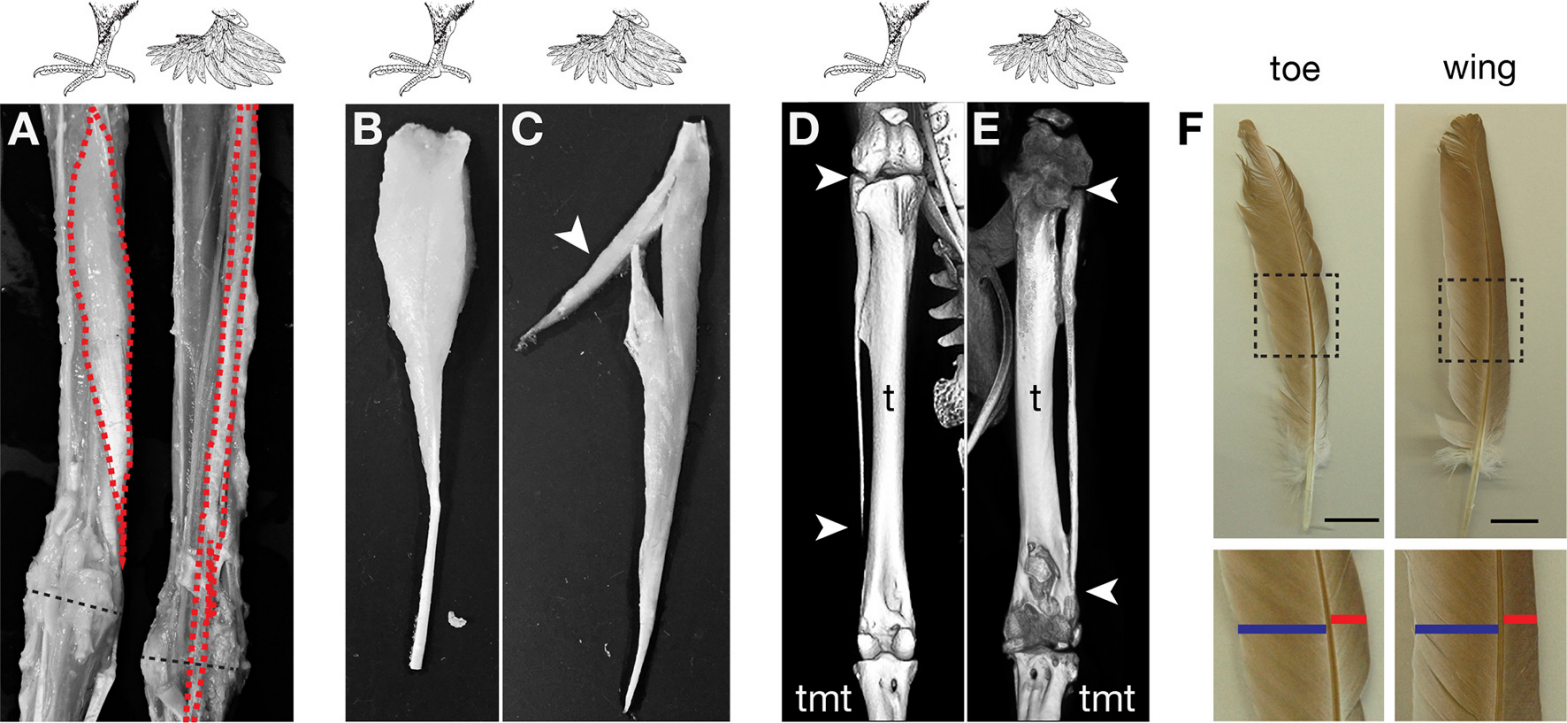
Muffed pigeons have re-patterned hindlimb musculoskeletal system and wing-like foot feathers. (**A**,**B**,**C**) Gross muscle morphology of scale-footed (feral) and muffed (Pomeranian pouter) left hindlimbs, dorsal view. (**A**) Skin and superficial muscles have been removed to reveal re-patterning of the fibularis longus (FL, red). Dashed black line, approximate position of ankle joint axis. (**B,C**) The FPP3 is a pinnate muscle in scale-footed pigeons (**B**), but a slip of fibers fuses with the adjacent FL in muffed pigeons (arrowhead in **C**). (**D,E**) X-ray computed tomography images of scale-footed (feral, right leg) and muffed (English trumpeter, left leg) hindlimbs. Arrowheads mark the proximal and distal ends of the fibula. The wild-type pigeon fibula (**D**) is short and splint-like. In the muffed bird (**E**), the fibula extends from the knee to the ankle. We observed distal elongation of the fibula in another muffed breed (fairy swallow) but the fibula did not completely extend to the ankle (not shown). t, tibia; tmt, tarsometatarsus. (**F**) Toe and wing (flight) feathers of a muffed pigeon (English trumpeter), highlighting vane width asymmetries. Blue bar, inner vane; red bar, outer vane. Scale bar = 2 cm. **DOI:** http://dx.doi.org/10.7554/eLife.12115.018

### *Tbx5* is ectopically expressed in the hindlimb buds of feather-footed chickens

Other bird species, including domestic chickens, independently evolved foot feathers. Similar to pigeons, *Tbx5* was ectopically expressed at HH25 in hindlimb buds of two feather-footed chicken breeds, the Cochin and the silkie (hindlimb expression relative to white leghorn forelimb: white leghorn 0.005 ± 0.004; Cochin 0.066 ± 0.050, p=0.002; silkie 0.034 ± 0.014, p=0.009; n = 6 white leghorns, 6 Cochins, 4 silkies) (Figure 3G). Ectopic *Tbx5* expression in feathered-foot chicken embryos had a similar domain to that of feathered-foot pigeon embryos at HH25 (Figure 3I,J) and, as in pigeons, *cis-*acting changes contributed to this expression (expression of feathered-foot allele relative to scaled-foot allele in HH25 silkie x white leghorn F_1_ hybrid hindlimbs: 1.80 ± 0.41, p=2.55 x 10^–5^, n = 11 hybrid embryos) (Figure 4E). Hence, *Tbx5*-related developmental mechanisms may, in part, underlie the evolution of foot feathering in two species that last shared a common ancestor over 80 million years ago (Claramunt and Cracraft, 2015).

Classical genetic studies implicate at least two loci in heavy foot feathering in chickens (Punnett and Bailey, 1918; Lambert and Knox, 1929; Warren, 1948; Somes, 1992), although the molecular genetic origins of the trait remain unknown. Previously, a chromosome region containing *Pitx1* was implicated in foot feathering in silkie chickens (Dorshorst et al., 2010). However, we did not detect statistically significant changes in *Pitx1* expression between scaled-foot (white leghorn) and feathered-foot (silkie and Cochin) chicken embryos at HH25 (expression relative to white leghorn: Cochin 0.92 ± 0.24, p=0.93; silkie 0.71 ± 0.18, p=0.18; n = 6 each) (Figure 3F). This apparent conflict could be because the causative gene in silkies is not actually *Pitx1* but rather a gene closely linked to it, or because *Pitx1* expression differences are more pronounced and consistent at developmental stages that we did not assay. Furthermore, different populations of breeds such as silkies appear to have different constellations of ptilopody loci and alleles, and it is possible that we used strains that do not have *Pitx1* mutations (Wexelsen, 1934; Somes, 1992). Also in contrast to our results in feather-footed pigeons, *Tbx3* was not upregulated in ptilopodous chicken breeds (white leghorn 1 ± 0.17, silkie 0.48 ± 0.18, p=0.004; Cochin 0.86 ± 0.44, p=0.40; silkie vs. Cochin p=0.07; n = 6 samples each) (Figure 3—figure supplement 1D). In all, these results suggest that both shared and distinct mechanisms regulate foot feathering among avian species.

## Discussion

### Genetic architecture of ptilopody in pigeons

Extensive classical breeding experiments in pigeons demonstrate that complex derived traits can often be parsed into component parts (Sell, 1994, 2012). Thus, while traits are not always simple, they are often genetically tractable when using an informed breeding strategy (Domyan et al., 2014). Equivalent insights about the genetic architecture of phenotypic divergence between wild vertebrate species are often considerably more difficult to acquire. With pigeons, however, we have documentation for specific breed selection criteria and direct evidence for the resulting genetic architecture of derived traits (Levi, 1965; 1986; Sell, 1994; National Pigeon Association, 2010; Sell, 2012). This information offers a crucial advantage because it informs how we design genetic crosses and choose breeds for whole-genome resequencing to identify causal genes and mutations. Thus, we can combine classical breeding strategies and genomics to identify the molecular basis of both simple and oligogenic traits, as well as dissect different components of a complex phenotype, and define functional interactions among genes (Shapiro and Domyan, 2013; Domyan et al., 2014; Vickrey et al., 2015).

Classical studies in pigeon suggest two major-effect loci – *grouse (gr*) and *Slipper (Sl*) – are responsible for most of the variation in foot feathering (Doncaster, 1912; Wexelsen, 1934; Hollander, 1937; Levi, 1986). Through a combination of genetic, genomic, and developmental approaches, our data implicate regulatory mutations in the limb outgrowth and identity genes *Pitx1* and *Tbx5* as the molecular identities of the *gr* and *Sl* locus, respectively (Figure 6). Each locus has significant and separable effects on qualitative and quantitative variation in epidermal appendages: derived alleles of *Pitx1* increase the extent of foot feathering, while a derived allele of *Tbx5* is associated with the more elaborate muffed phenotype (Figure 1). Notably, these feathers are most numerous on the central forward-facing toe (digit 3; Table 2; Figure 3—figure supplement 3), just as forelimb feathers are most numerous on the central forelimb digit in birds and their dinosaurian relatives (Yalden et al., 1985; Gishlick et al., 2001; Hieronymus, 2015). Further, we also find that muscular and skeletal morphology are altered in muffed pigeons.

**Figure 6.**
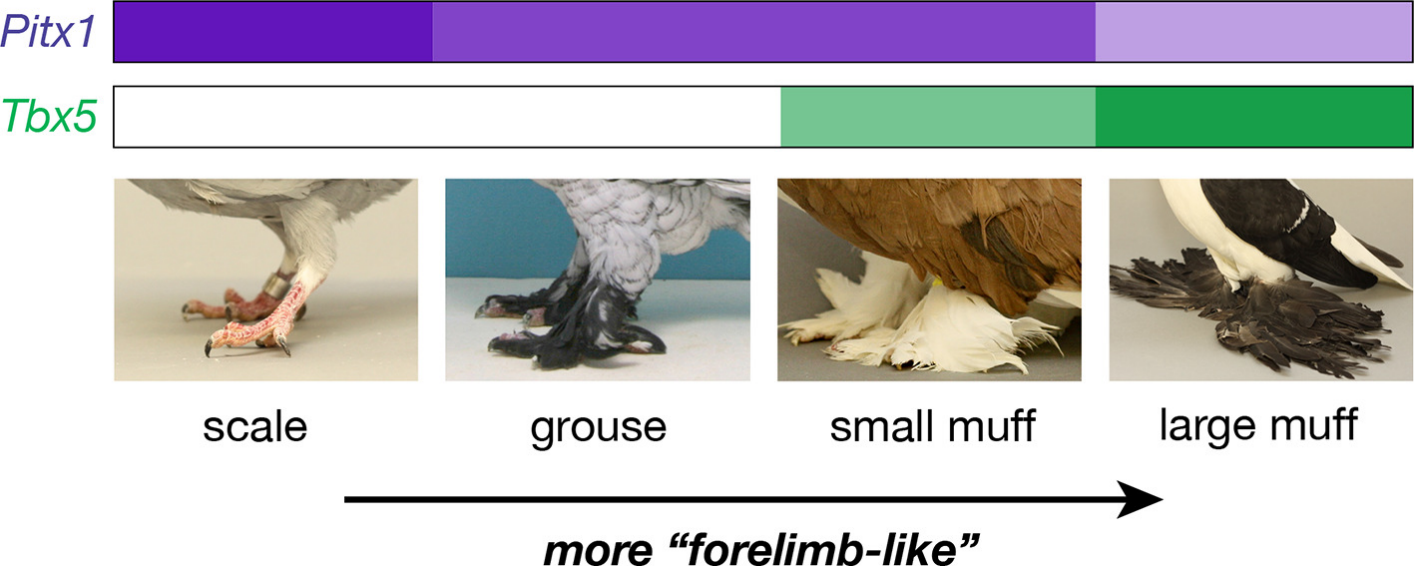
Model describing link between *Pitx1* and *Tbx5* expression levels and foot epidermal appendage morphology. Darker colors indicate higher expression levels. Decreased expression of *Pitx1* and ectopic expression of *Tbx5* are associated with foot feathering (and other morphological transformations) in domestic pigeons. **DOI:** http://dx.doi.org/10.7554/eLife.12115.019

Collectively, these findings point to a partial alteration of the identity of the developing hindlimb, rather than localized changes to individual epidermal placodes. These alterations do not represent a complete transformation of limb type, as the hindlimbs of feather-footed pigeons are still readily recognizable as legs. This suggests that limb-type identity is not a simple binary choice between two global fates. For example, feather-footed pigeons have a radical transformation of the distal hindlimb dermis, yet changes to other hindlimb mesoderm derivatives (muscle, skeleton) are subtler and largely restricted to lateral structures in the adult. Therefore, we propose that different aspects of fore- and hindlimb morphology could have different dosage- and/or stage-dependent requirements for exposure to identity cues. Our ongoing analyses of musculoskeletal phenotypes in our F_2_ cross, which includes individuals with different combinations of feathered-foot alleles of *Pitx1* and *Tbx5*, will allow us to understand the separate and epistatic effects of these loci on musculoskeletal anatomy. We note that, although genetic manipulations indicate that *Tbx5* does not specify forelimb identity in mice, the divergence time between mammals and birds is deep (>300 million years) and subtly different roles for this transcription factor in limb outgrowth and identity might have evolved in these lineages (Minguillon et al., 2005; Horton et al., 2008).

### Roles of *Pitx1* and *Tbx5* in diversity and disease

Another important avenue of future research will be to determine the downstream molecular consequences of *Pitx1* and *Tbx5* misregulation, and how this ultimately results in the transformation of scaled into feathered epidermis. Mutations at these genes can cause congenital limb deformities in humans, including clubfoot and Liebenberg syndrome (*Pitx1*; Gurnett et al., 2008; Spielmann et al., 2012), and Holt-Oram syndrome (*Tbx5*; Basson et al., 1997). Notably, haploinsufficiency causes these human syndromes, and clubfoot is partially penetrant in *Pitx1*^+/- ^mice (Alvarado et al., 2011), collectively pointing to an exquisite sensitivity of limb morphology to levels of *Pitx1* and *Tbx5* gene products. *Pitx1* is also involved repeatedly in the evolution of adaptive pelvic fin loss in stickleback fish (Cresko et al., 2004; Shapiro et al., 2004; 2006; Coyle et al., 2007; Chan et al., 2010; Shikano et al., 2013). Threespine sticklebacks that are homozygous for a *Pitx1* pelvic enhancer deletion have severely reduced or absent pelvises, but heterozygotes also have smaller pelvises, thereby allowing natural selection to act on fish carrying one mutant allele (Shapiro et al., 2004; Chan et al., 2010). Similarly, we observed increased foot feathering in pigeons with just one derived allele of *Pitx1* or *Tbx5* (Figure 1). Ancient pigeon breeders could have rapidly selected for ptilopodous pigeon lines starting with birds that were heterozygous for mutations at either locus, and later generated the extreme muffed phenotype by hybridization. Together, studies of diversity and disease indicate that modest changes to the amount and location of *Pitx1* and *Tbx5* gene expression can cause dramatic alterations to limb development and morphology.

In addition to implicating *cis-* acting mutations in *Pitx1* and *Tbx5* driving transformation of scales into feathers in domestic pigeon, our results suggest that additional, as yet unidentified, mutations contribute to the muff phenotype. Although all feathered-foot embryos examined in our gene expression experiments contained derived *Pitx1* and *Tbx5* haplotypes, misregulation of each gene was more severe in the large-muffed English trumpeter than in the small-muffed Indian fantail. The English trumpeter may therefore contain additional *cis-*acting mutations at one or both loci, and/or mutations in upstream regulators of *Pitx1* and *Tbx5*. Additional studies will be required to discriminate between these possibilities. Our findings suggest a quantitative link between transcription factor abundance and skin appendage fate and morphology, thereby highlighting foot-feathering in pigeons as a model for studying the regulatory interactions that govern expression of these two important determinants of limb morphology.

### Evolution of epidermal appendage distribution

How might pigeons help us understand the evolution of epidermal appendage distribution and limb morphology in other species? Our findings suggest the mechanistic basis for the development of feathered feet in two distantly related domestic bird species is due to a partial transformation of limb identity, through *cis-*acting regulatory mutations in limb-type specific transcription factors. Most modern wild birds have a scaled metatarsus and toes, although some species (e.g., ptarmigan, snowy owl, and golden eagle) have extensive foot feathering. However, recent paleontological evidence suggests that feathers – not scales – might be the ancestral hindlimb skin appendages in birds and some of their close non-avian dinosaur relatives (Hu et al., 2009; Zheng et al., 2013). Thus, the epidermis of feather-footed modern birds might actually represent a reversion to the ancestral avialan skin condition. In some cases, the large, asymmetric-vaned, pennaceous metatarsal feathers of basal birds and their non-avian dinosaur relatives are so extensive that their hindlimbs have been interpreted as 'hind wings', although they clearly retain hindlimb skeletal identity (Zheng et al., 2013). Furthermore, these long foot feathers are directed laterally from the foot, and they display vane width asymmetries reminiscent of flight feathers; we find a similar morphology in muffed pigeons (Figure 5F, Figure 3—figure supplement 3). Perhaps not coincidentally, Darwin, 1868 noted of the muffed English trumpeter pigeon, “Their feet are so heavily feathered, that they almost appear like little wings” (p. 155).

Building on classical breeding experiments in both pigeons and chickens, we find that a relatively small number of genetic changes account for a large proportion of the variation in epidermal appendage morphology and distribution. Thus, major determinants of dramatic phenotypic variation can be mechanistically simple and therefore potentially evolve rapidly. In pigeons, these mechanisms can generate wing-like feathers on a hindlimb that is not used for powered flight or gliding. This, in turn, suggests that wing-like foot and leg feathers in other species, such as non-avian dinosaurs, might result from developmental constraints on the morphology of large limb feathers, rather than from functional adaptations for flight (Gould and Lewontin, 1979; Foth et al., 2014).

## Materials and methods

### Animal husbandry and phenotyping of F_2_ offspring

Animals were housed in accordance with the University of Utah Institutional Animal Care and Use Committees of University of Utah (protocols 10–05007 and 13–04012). 130 F_2_ offspring were generated by mating a male Pomeranian pouter to two female Scandaroons, and DNA samples extracted (DNeasy Blood and Tissue Kit, Qiagen, Valencia, CA). 114 F_2_ offspring survived to 6 months of age, at which time they were euthanized and phenotypic measurements taken. Proportion of the tarsus was measured by dividing the length of the dorsal tarsus that was feathered by the total length of the tarsus (measured from the tibia-tarsometatarsus joint to the distal aspect of tarsometatarsal-phalangeal joint of digit 3), and averaged between the two tarsi. Toe feathers were counted on each toe, and summed across all 8 toes. The length of each of the longest three toe feathers on digit 3 (the central forward-directed toe), which bore the longest toe feathers on each foot, was measured to the nearest 1 mm and averaged for each bird.

### Whole-genome genotyping by sequencing (GBS)

For genotyping, we used a previously published approach (Elshire et al., 2011) with minor modifications. Briefly, for each founder parent and 130 F_2_ offspring, 50 ng of DNA was digested with ApeKI, ligated to barcoded adapters, and then 10 ng of each barcoded sample was pooled in batches of 26 individuals and purified (Qiagen PCR Purification Kit). DNA fragments 550–650 bp in size were selected using Pippin Prep (Sage Science, Beverly, MA), and amplified by 10–12 cycles of PCR using custom indexed primers. Libraries were purified with Ampure beads (Sigma-Aldrich, St. Louis, MO) and sequenced using 100- or 125-bp, paired-end sequencing on the Illumina HiSeq2000 platform at the University of Utah Genomics Core Facility. Reads were trimmed to 90 bp, filtered for quality, and de-multiplexed using Stacks (Catchen et al., 2011). Reads were mapped to the pigeon reference genome (Shapiro and Domyan, 2013) using Bowtie2 (Langmead and Salzberg, 2012), filtering for MAPQ < 20. The average number of mapped reads among F_2_ individuals was 3,397,598, with a mean depth of 6.3x. Genotypes were called using Stacks (Catchen et al., 2011), with a minimum read-depth cutoff of 5. Markers that were genotyped in ≥ 70 of the 130 F_2_ individuals were retained.

### Genetic map construction and QTL mapping

Genetic map construction and QTL mapping was performed using R/qtl (www.rqtl.org) (Broman et al., 2003). Markers showing segregation distortion (Chi-square, p<0.05) were removed. 3803 markers were assembled into linkage groups using the parameters (max.rf = 0.15, min.lod = 6). Linkage groups were numbered in descending order, based on the number of markers. Linkage group 11 and 20 QTL were initially mapped using the *scanone* function using Haley-Knott regression. Probable false-homozygote genotyping errors resulting from the low read-depth cutoff used (5x), identified as closely-spaced double-crossover events, were manually corrected on these linkage groups. Subsequently, the *stepwiseqtl* function was used to identify additional QTL, and the *fitqtl* function used to account for the effect of one linkage group while calculating the LOD scores and percent variance explained (PVE) of the other. Significance thresholds of α = 0.05 were calculated with 1000 permutations of each phenotype across all linkage groups. The peak markers for each phenotype were used to test for the effect of each QTL.

### Genomic analyses

BAM files generated previously for a whole-genome resequencing panel (Shapiro and Domyan, 2013) were combined with BAM files for two new Pomeranian pouter whole-genome sequences to call genomic variants (SNVs and small indels) using the Genome Analysis Toolkit (Unified Genotyper and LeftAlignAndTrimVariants functions, default settings) (McKenna et al., 2010). We removed variant sites that were called in two or fewer genomes (i.e., all other genomes were no-calls) or that had variant alleles on only two or fewer chromosomes, as these categories of low-frequency variants would be uninformative to our analyses. The resulting variant call format (VCF) file was used for subsequent analyses.

Individual birds from different breeds were binned into the following phenotypic classifications:

*Groused*: Berlin long-faced tumbler, Lahore, Oriental frill, Shaksharli.

*Muffed:* English long-faced muffed tumbler, English pouter, English trumpeter, frillback, ice pigeon, Indian fantail (2 individuals), Pomeranian pouter (2 individuals), Saxon monk, Saxon pouter. The English pouter is an unusual breed that is sometimes classified by breeders as slipper only. Its foot feathering is far more extensive than groused breeds, which led us to include it in the muffed group for the purposes of the genomic analyses.

*Scale-footed:* African owl, archangel, Birmingham roller, carneau, Chinese owl, cumulet, Egyptian swift, English carrier, fantail, feral (2 individuals), Iranian tumbler, Jacobin, king, Lebanon, Marchenero pouter, mookee, Oriental roller, parlor roller, runt, Scandaroon, Spanish barb, starling, Syrian dewlap, Thai laugher.

pFst, a modified likelihood ratio test that accounts for genotype uncertainty, extended haplotype homozygosity (EHH), and haplotype network analyses were implemented using the GPAT++ software library (Kronenberg et al., 2014; see https://github.com/vcflib/vcflib for software updates).

### Genotyping assays

Primers for genotyping the scaffold 79 deletion are listed in Supplementary file 1. Breeds used for association testing were as follows:

*Feather-footed* (21 breeds total): Berlin long-faced tumbler, Berlin short-faced tumbler, Bokhara trumpeter, classic Oriental frill, crested Saxon field color, English trumpeter, fairy swallow, frillback, German double-crested trumpeter, ice pigeon, Indian fantail, Lahore, Mindian fantail, Oriental frill, Persian roller, Pomeranian pouter, Russian tumbler, saint, Schmalkaldner moorhead, Uzbeck tumbler, West of England.

*Scale-footed* (56 breeds total): African owl, Altenburg trumpeter, American flying tumbler, American giant homer, American mini crest, American show racer, archangel, Bohemian pouter, Brunner cropper, Budapest tumbler, Cauchois, Chinese owl, cumulet, Danzig highflier, domestic show flight, dragoon, English baldhead long-faced clean-legged tumbler, English carrier, English magpie, English short-faced tumbler, exhibition homer, fantail, Franconian trumpeter, French mondaine, giant runt, Holle cropper, horseman pouter, Italian owl, Jacobin, Jiennesse pouter, king, Lebanon, Spanish little friar tumbler, Maltese, medium-faced crested helmet, Modena, mookee, Norwich cropper, nun, Old Dutch Capuchine, Old German owl, Oriental roller, parlor roller, Portuguese tumbler, Scandaroon, showtype racing homer, Spanish barb, starling, Syrian Baghdad, Texas pioneer, Thai laugher, Thuringer clean leg, Vienna medium-faced tumbler, Voorburg shield cropper, zitterhals.

### High-throughput chromatin immunoprecipitation and sequencing (ChIP-seq)

Forelimb and hindlimb buds from HH25 racing homer and Indian fantail embryos were collected and placed in 1% formaldehyde for 20 min at room temperature, then washed 3x in ice-cold PBS and stored at -80°C until chromatin extraction. ChIP was performed on 200 micrograms of chromatin isolated from embryonic pigeon limbs. Control libraries were prepared using 100 ng of input chromatin. A total of 16 libraries were created (8 ChIP and 8 input controls for each breed and limb combination). A validated monoclonal antibody against H3K27ac (Millipore #05–1334, Billerica, MA) was used to perform ChIP, and sequencing libraries were prepared using NEBNext Ultra DNA Library Prep Kit for Illumina with NEBNext Multiplex Oligos for Illumina (Index Primers Set 1; New England BioLabs, Ipswich, MA). All libraries were size selected using SPRI magnetic beads to eliminate adapter dimers. All 8 ChIP libraries showed enrichment for a positive control site relative to input libraries (tested by qPCR). Single-end, 50-bp read sequencing was performed on Illumina HiSeq2000 platform at the University of Utah Genomics Core Facility.

Fold-enrichment plots were generated using MACS (Zhang et al., 2008; Feng et al., 2012) and visualized in IGV (Robinson et al., 2011; Thorvaldsdóttir et al., 2013). Regions of differential enrichment between racing homer and Indian fantail hindlimbs were identified using function *bdgdiff* in MACS2 (https://pypi.python.org/pypi/MACS2/2.0.10.20130522). Regions with a log10 likelihood ratio ≥ 3 were considered to have differential enrichment between the two groups.

### RNA isolation and cDNA synthesis

To assay gene expression, limb buds from HH25 embryos were harvested and placed in RNAlater (Qiagen, Valencia, CA) at 4°C overnight. Total RNA was extracted, cleaned and DNase-treated (Qiagen RNeasy Kit). mRNA was reverse-transcribed to cDNA using oligo-dT and M-MLV RT (Invitrogen, Carlsbad, CA) according to the manufacturer’s protocol.

### qRT-PCR analyses

cDNA was amplified using intron-spanning primers for each target using a CFX96 qPCR instrument and iTaq Universal Sybr Green Supermix (Bio-Rad, Hercules, CA). Results were compared by Mann-Whitney U test. Two technical replicates of each sample were performed, and the mean value determined. Differences were considered statistically significant if p<(0.05 / # genes assayed) to control for multiple-testing. Each experiment was performed three times, and the results presented are from one representative experiment. Primers used for each assay are listed in Supplementary file 1.

### Allele-specific expression assay

SNPs in *Pitx1* and *Tbx5* transcripts were identified by Sanger sequencing in the parents of a cross between an Old Dutch Capuchine (scale-footed) and a fairy swallow (muffed) that was homozygous for the 44-kb deletion upstream of *Pitx1*, and PyroMark Custom Assays (Qiagen) for each SNP were designed using the manufacturer’s software. Pyrosequencing was performed on cDNA and gDNA derived from HH25 limb buds using a PyroMark Q24 instrument (Qiagen). The signal intensity ratio of feathered allele to scaled allele from cDNA samples was normalized to ratios obtained from gDNA samples from the same embryos to control for allele-specific amplification bias. Normalized ratios were analyzed by Mann-Whitney U test, and considered significant if p<(0.05 / # genes assayed) to control for multiple-testing. Each experiment was performed twice, and the results presented are representative. Primers used for each assay are listed in Supplementary file 1.

### Whole-mount in situ hybridization

Linear templates for probe synthesis were amplified from cDNA by PCR using primers listed in Supplementary file 1. Binding sites for T3 and T7 polymerase were incorporated into the forward and reverse primers to facilitate subsequent transcription of sense and antisense probe, respectively.

Embryos used for RNA in situ hybridization were dissected from eggs, and fixed overnight in 4% paraformaldehyde at 4°C on a shaking table, then dehydrated into 100% MeOH and stored at -20°C. RNA in situ hybridization was performed as described (Abler et al., 2011). Hybridization with sense probe was performed as negative control.

# Supplementary material for: Molecular shifts in limb identity underlie development of feathered feet in two domestic avian species
**Source:** eLife. 2016 Mar 15;5:e12115. doi: 10.7554/eLife.12115
**Supplement:** Supplementary file 1. — List of oligonucleotide names and targets for genotyping of indel on scaffold 79, qRT-PCR for gene expression assays, in situ hybridization probes, and pyrosequencing for allele specific expression assays. DOI: http://dx.doi.org/10.7554/eLife.12115.020

**Supplementary File 1. Primers used in this study**

How the deposited data were processed for this re-analysis (not part of the article)

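Embryonic forelimb and hindlimb buds at HH25 from 2 pigeon breeds, the racing homer and the Indian fantail, were compared by ChIP-seq for H3K27ac. For each breed and limb there were 2 ChIP replicates and 2 input controls, 16 libraries in all, of single-end reads.

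The authors deposited 4 peak lists, a single list per breed and limb, with a score per peak from their peak caller. The paper's methods name MACS for the plots of fold enrichment but do not name the caller of these peaks, the use of the inputs as its control, the aligner, the genome build or how the replicates were combined. The lowest score is 50 in 3 of the deposited lists and 50.01 in the racing homer forelimb list, and between 59 and 169 peaks per list have a score of exactly 3100. These values, and the peak names in the deposited lists, look like those that MACS writes, in which the score is a multiple of the negative log10 of a p-value, but this scale was inferred from the values and no score is converted here. A score can be compared only within its list. The authors also deposited 2 tables of their comparison of Indian fantail with racing homer hindlimbs by function bdgdiff of MACS2, a table for each direction, in which each region has a log10 likelihood ratio of at least 3. How depth was scaled between the breeds in that comparison is not stated in the paper's text. The direction of each table was read from its header and from the paper, which places a region higher in Indian fantail hindlimbs upstream of *Tbx5*. These ratios were described and ranked as the authors gave them, and no test was repeated on them.

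Since the deposited lists hold no value per replicate, no error between replicates, no test across replicates and no leaving out of a replicate was possible. The sequencing depth of the libraries is not known from the lists. Shares of peaks are given with 95% Wilson intervals, which cover counting error only, and neighbouring peaks are not independent.

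Peaks were counted in 4 windows, taken from the paper's text and the panels of Figure 2: the deleted interval of scaffold 79 at 6.719–6.763 Mb, the *Pitx1* window from 6.763 to 7 Mb of the same scaffold, the *Tbx5* window at 0.64–0.76 Mb of scaffold 70 and the *Tbx3* window at 0.76–0.8 Mb. The interval was set beside all 44-kb windows of the scaffolds that hold as many racing homer hindlimb peaks. Peaks were counted as shared when they overlapped by at least 1 bp. The share of differentially enriched regions over a forelimb peak of the other breed and no hindlimb peak of that breed was counted. Random sets of hindlimb peaks matched for length had been planned beside this share and were run, but they are not matched for the difference between hindlimbs by which the regions were called, so no result is taken from them. Runs of consecutive merged peaks present in both limbs of one breed and neither limb of the other were set beside 1000 shuffles of the presence pattern. Places were listed where the hindlimb list of a breed has a gap of 200 to 5000 bp and its forelimb list has a gap, of any length, whose ends differ by at most 100 bp from those in the hindlimb, under a single peak in both lists of the other breed.

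The alternatives were an overlap of at least 50% of both peaks (of the region, for a region against a peak), peaks with a score at or above the median of their own list, lists of equal size made of the highest-scoring peaks of each list (15357 peaks), the interval widened or narrowed by 1 kb at each end, windows shifted by 22 kb, a log10 likelihood ratio of at least 4, regions within 1 kb merged, and regions of at least 200 bp.

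The genes and regions named were fixed by a rule: the genes that the paper names at these loci, the 5 regions with the highest log10 likelihood ratio in each direction, and every region inside the deleted interval or within the windows of Figure 2C and E. Regions named outside this rule were chosen after their values were seen. No annotation of the assembly on which the lists are numbered was used, so no nearest gene is named for a region; the gene table at hand belongs to another assembly and was not used here.

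The values per embryo in the paper's source data for qRT-PCR and allele-specific expression were used only to set means, SDs and exact permutation tests beside the values in the paper's text, with the exact Mann-Whitney U test, the mean without the embryo farthest from the median of its breed and the geometric mean as alternatives. These experiments have no library among the 16.

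The calculations used Python 3.11.15 with numpy 2.4.6 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. The procedures were tested on simulated data with up to 4000 peaks per list, and 17 of 17 checks recovered the planted result.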

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

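The tests of missing sequence, of alignment and of the amount of cDNA were chosen only after the results were seen; the search for splits shared by both limbs was set beforehand.

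Outside the deleted interval, 7 regions higher in racing homer hindlimbs in the authors' deposited table have log10 likelihood ratios above the highest value of the other direction, 10.4. The paper does not report them. The authors' ratios combine the replicates, and no value per replicate was used here, so they are described and not tested.

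On scaffold 538, 3 of these regions in the authors' deposited table lie from 713259 to 713471, from 713784 to 714235 and from 714361 to 714614, with log10 likelihood ratios of 48.9, 79.2 and 72.6. A single peak covers the place in the racing homer forelimb list, from 710956 to 717326, and in the racing homer hindlimb list, from 710503 to 717476. Both Indian fantail lists are split there, by a gap of 1406 bp in the hindlimb and of 1439 bp in the forelimb, whose starts differ by 11 bp and whose ends differ by 22 bp. The search for such splits in a breed lists only places where both lists of the other breed have a single peak over the gap, so these peaks test nothing. Sequence to which no reads align in any library is argued against by the 3 regions that overlap the gap in the authors' deposited table, which need reads in racing homer hindlimbs, although the place was noticed through them. The search gave 1 in the Indian fantail and 4 in the racing homer. The 4 racing homer splits are at most 345 bp long in the hindlimb and contain 0 regions higher in the Indian fantail. They show that short splits at the same place in both limbs do occur. A chance split is argued against by the ratio of 79.2, with the same limit, and the count of splits alone would not decide it. What stays open is sequence missing from the Indian fantail, by a deletion or a variant to which the reads do not align, as the 11 bp between the starts of the gaps would allow, and a difference in enrichment between the breeds that both limbs share. These cannot be told apart, because no genome sequence of the Indian fantail embryos and no input coverage was used here.

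The region of scaffold 79 from 6997287 to 6997713, with a log10 likelihood ratio of 81.5 in the authors' deposited table, lies in the longest racing homer hindlimb peak of the *Pitx1* window. Its position relative to the gene was not determined, because no annotation of this assembly was used. Sequence missing from both limbs of the Indian fantail would leave a gap in its forelimb list under a racing homer forelimb peak, but the number of forelimb lists with a peak over the region is 0, so this explanation and lower enrichment in Indian fantail hindlimbs cannot be told apart. The breeds also differ in *Pitx1* expression in hindlimbs, and a biological difference at this place was not tested.

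The region of scaffold 785 from 23779 to 23998 has a log10 likelihood ratio of 17.1 in the authors' deposited table and lies over a racing homer hindlimb peak; neither racing homer forelimb nor Indian fantail peaks lie over it. The region of scaffold 216 from 6157770 to 6158728, with 11.7 in the authors' deposited table, lies over peaks of both racing homer lists. For both regions, the number of Indian fantail lists with a peak over them is 0, so sequence missing from both Indian fantail limbs and a difference in enrichment cannot be told apart. For the region of scaffold 571 from 79900 to 80179, with 15.7 in the authors' deposited table, 2 Indian fantail lists have a peak over it, which argues against sequence missing from the whole region; a shorter variant inside it and a difference in enrichment stay open.

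Among 39 groups of 4 to 8 embryos in the source data for expression, 4 had an embryo far from the others by Dixon's test, where about 1.95 would be so by chance. Whether more cDNA in all reactions of the embryo was the reason was examined through the other genes of the embryo with the same name, taken to be the same embryo. A silkie with a relative *Tbx5* expression of 0.185 had a median of 0.743 times the breed median over its 2 other hindlimb genes, which argues against more cDNA as the reason. In an Indian fantail with an *H2afy* value of 1.05, the median was 1.22 times the breed median and all 6 other genes were above it, the direction that more cDNA would give. *H2afy* itself was at 1.69 times the breed median and the other genes at 1.06 to 1.62 times, so the rise was not equal across genes. With 6 genes of a single embryo, a biological difference also stays open. For a silkie with a *Tbx3* value of 0.857, a single other gene at 0.926 times the breed median does not decide. For a racing homer with a *Pitx1* value of 1.23, the median was 1.11 times the breed median with 5 of 6 other genes above it, which does not decide either. The design names no condition that separates these embryos from others of their breed, and no biological explanation was tested.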

How the results depend on the processing

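The alternatives were set before the data were examined, except the definition of runs by 1 or more limbs, the comparison of regions outside the *Tbx5* window and the use of the paper's criterion for p in the source data, which were chosen after the data had been seen. No paired analysis was possible because the replicates share numbers across breeds and limbs but each deposited list combines them, so no result comes from a test across replicates; for the same reason no replicate was left out. Depth is unknown, so a peak absent from a list is not shown to be absent from the tissue.

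Of 133 values of the main results under an alternative, 105 stayed within their range or on their side of the threshold, 25 moved beyond it, 1 no longer passed it and 2 reversed. Part of the unchanged values, here and among the other values below, could not change. All regions are at least 200 bp long, and the Indian fantail forelimb list is itself the list of equal size. Counts of 0 stay 0 when peaks are filtered, and the Mann-Whitney U test keeps each ratio. Of 52 values of the main results from the source data under an alternative, 50 kept their direction and their side of the threshold, p < 0.05 or the paper's criterion for qRT-PCR, which divides 0.05 by the number of genes assayed (7 pigeon and 3 chicken genes in the source data). For *Tbx5* in silkie hindlimbs relative to white leghorns, 13.0 (p = 0.00476), the value without the embryo farthest from the median was 8.44 with p = 0.0179, which passes 0.05 and does not pass the paper's criterion, 0.0167; 0.0179 is the smallest p that the test allows with 3 silkies and 5 white leghorns. The other exception is the relative expression of the feathered-foot allele of *Tbx3* in pigeon hindlimbs, 0.983 in the main setting, which was 1.003 without the embryo farthest from the median; the exact permutation p was 0.487 and 0.937, so neither value was told apart from 1. Under each alternative run for these windows, the racing homer hindlimb list has no peak in the *Tbx5* window and both Indian fantail lists have none in the deleted interval, except that with the interval widened by 1 kb each Indian fantail list has 1 peak, the one that ends just before it.

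With peaks at or above the median score, which leaves fewer peaks by construction, the racing homer forelimb has 2 peaks in the interval in place of 4. In the *Pitx1* window, each forelimb list has 3, in place of 8 in the racing homer and 6 in the Indian fantail. In the *Tbx5* window, the racing homer forelimb has 4 in place of 10, the Indian fantail forelimb 5 in place of 9 and the Indian fantail hindlimb 2 in place of 4. Lists of equal size also leave 2 in that hindlimb. With regions within 1 kb merged, which joins neighbours by construction, 4 regions in place of 10 lie in the interval. The share of regions higher in racing homer hindlimbs over an Indian fantail forelimb peak and no hindlimb peak was 0 in place of 3.23% with peaks at or above the median score.

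The shares of hindlimb peaks found in the hindlimb list of the other breed, 86.3% for the racing homer and 70.0% for the Indian fantail, were 75.4% and 63.4% with an overlap of at least 50%, 88.1% and 71.7% with peaks at or above the median score, and 82.0% and 78.5% with lists of equal size. The share of racing homer forelimb-only peaks found in the Indian fantail hindlimb, 48.2%, was 31.4% with an overlap of at least 50%, 50.7% with peaks at or above the median score and 34.3% with lists of equal size. The mirrored share, 27.1%, was 34.2% with an overlap of at least 50%. The difference of these shares, 21.1 points, was -2.76 points with an overlap of at least 50% and 6.90 points with lists of equal size. The 50% rule also changed which peaks counted as forelimb-only. The cause was not tested.

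The longest run of racing homer-specific peaks, 2, was 1 with peaks at or above the median score, which leaves fewer peaks. It was 9 when peaks in 1 or more limbs were counted, and the longest Indian fantail run, 2, was then 7; this definition counts more peaks by construction.

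Of 160 other values, 121 stayed within their range or on their side of the threshold, 29 moved, 4 passed p < 0.05, 4 no longer passed under the paper's criterion and 2 reversed. Those that no longer passed are *Tbx3* in Indian fantail and English trumpeter hindlimbs without the embryo farthest from the median, and *Tgfbi* in Indian fantail hindlimbs with and without it. With all embryos, the exact Mann-Whitney U test of *Tbx3* in English trumpeter hindlimbs gave p = 0.00866, which does not pass the paper's criterion either. The 4 that passed p < 0.05 did so without the embryo farthest from the median, and none passes the paper's criterion. For *H2afy* and *Tbx3* in pigeons, the smallest exact permutation p with an embryo left out of each breed is 0.00794. This is above the paper's criterion for pigeons, 0.00714, so no value could pass it with these numbers of embryos. *H2afy* in the Indian fantail and *Tbx3* in the English trumpeter reached this smallest p. *H2afy* in the English trumpeter and *Tbx3* in the Indian fantail had an exact permutation p of 0.0159, so for them the number of embryos was not the only limit. The 2 that reversed are *Tbx5* expression in English trumpeter forelimbs relative to the racing homer, 1.39, which was 0.889 without the embryo farthest from the median, under each criterion (exact permutation p 0.554 and 0.617). Of the 29, 26 are shares of peaks between the other pairs of lists.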

Differences from the paper's values

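In the source data, *Tbx5* expression in Indian fantail hindlimbs relative to racing homer forelimbs was 0.0178 ± 0.00833 (SD, n = 6 embryos), against the paper's value of 0.01 ± 0.008, whose text does not say whether the error is an SD or an SEM. The value lies within the paper's error but is more than 1.5 times the paper's, the criterion used here for both *Tbx5* means. Cut to the decimals that the paper prints, 0.0178 would read 0.01, so the gap may lie in the printing alone. The white leghorn *Tbx5* mean of 0.0058 is printed as 0.005, although 0.396 for *Pitx1* in the English trumpeter is rounded to 0.40. By this criterion, none of the alternatives set before the data were examined closed the gap: the value was 0.0159 without the embryo farthest from the median of its breed and 0.0160 as a geometric mean, and the exact Mann-Whitney U test does not change it. The paper's value is printed with few digits, and 0.0178 cut to as many decimals would read 0.01. Printed precision could therefore account for this gap.

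In silkie hindlimbs, *Tbx5* expression relative to white leghorn forelimbs was 0.0755 ± 0.0731 (SD, n = 4 embryos), against the paper's value of 0.034 ± 0.014. Without the embryo farthest from the median of its breed, the value was 0.0390, which is less than 1.5 times the paper's. The geometric mean, 0.0574, and the exact Mann-Whitney U test, which leaves the mean as it is, did not close the gap. By the paper's methods, qRT-PCR and allele-specific experiments were each run more than once, with representative results shown. The paper's text does not say whether its printed values and the source data come from the same run. This limit applies to each gap in this section.

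The exact permutation test of *Pitx1* hindlimb expression gave p = 0.000333 for the Indian fantail against the racing homer and p = 0.000333 for the English trumpeter, against the paper's p of 0.0007 for each. For *Tbx5* hindlimb expression, the exact permutation test gave p = 0.000333 in both breeds, against the paper's 0.0007 for each. This is the smallest p that the test allows with 8 racing homers and 6 embryos of the other breed. With the exact Mann-Whitney U test, the test that the paper's methods name for these data, p was 0.000666 in the 4 comparisons, which is no longer apart from the paper's value. Without the embryo farthest from the median of its breed, the exact permutation p was 0.00126 in each, and with geometric means the p-values were those of the main exact test; neither closed the gap.

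For *Tbx5* hindlimb expression of silkies against white leghorns, the exact permutation test gave p = 0.00476, against the paper's 0.009. The exact Mann-Whitney U test gave p = 0.00952, which is no longer apart from the paper's value. The exact permutation p without the embryo farthest from the median of its breed was 0.0179, and with geometric means it was 0.00476; neither closed the gap.

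For the allele-specific assay, the exact permutation test here compared the cDNA ratios with the gDNA ratios of the same embryos as 2 groups; the paper's methods name the Mann-Whitney U test on normalized ratios and do not say what these were compared with. The comparison as 2 groups ignores that both ratios come from the same embryo, and no paired test was run. The gaps in this paragraph therefore hold only for unpaired tests. For *Tbx5* in pigeon hindlimbs, the exact permutation p was 0.000583, against the paper's 0.002. It was 0.00216 without the embryo farthest from the median, which is no longer apart from the paper's value. The values 0.000583 and 0.00216 are the smallest p that the test allows with 7 and 6 embryos, so this closeness reflects only the number of embryos. The exact Mann-Whitney U test and geometric means both gave p = 0.000583 and did not close the gap. For *Tbx5* in chicken hindlimbs, the exact permutation p was 2.84e-06, against the paper's 2.55e-05. None of the alternatives closed this gap, with an exact p of 2.84e-06 from the Mann-Whitney U test and from geometric means, and 1.08e-05 without the embryo farthest from the median.

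The source data hold 8 racing homer embryos for *Pitx1*, *Tbx5* and *Tbx4* in hindlimbs, where the paper's text gives n = 6 for each breed. For *Tbx3* in the allele-specific assay, 7 embryos have a ratio for hindlimb cDNA and 6 of them also have one for gDNA, where the paper's text gives n = 7.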

Other observations

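The tests below were set before their results were seen, except the definition of runs by 1 or more limbs, which was chosen after the peaks of the interval had been seen.

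The overlap of Indian fantail hindlimb enrichment with forelimb peaks near *Tbx5* could come from forelimb tissue in the Indian fantail hindlimb libraries. Such tissue would bring the other strong forelimb-only peaks with it. Of the 50 strongest racing homer forelimb peaks that the Indian fantail forelimb shares, that the racing homer hindlimb lacks and that lie outside scaffold 70, 68.0% (Wilson interval 54.2–79.2%) are in the Indian fantail hindlimb list. The mirrored share, in the racing homer hindlimb list, was 60.0% (46.2–72.4%), and the share for the Indian fantail lies within its interval, as stated beforehand for the case that forelimb tissue is not the cause. Over all such peaks, however, the shares were 60.7% of 1352 and 37.6% of 804, which go the other way. The explanation stays open, because 4 racing homer and 6 Indian fantail peaks of this kind have a score of 1000 or more. The highest score among the 50 racing homer peaks is 2709, under the 3100 of the racing homer forelimb peak over the regions near *Tbx5*, so few comparable peaks exist. The forelimb peak from 677169 to 686575, which also has a score of 3100, is absent from the Indian fantail hindlimb list. The racing homer forelimb peaks from 686972 to 702227 and from 702884 to 721600 have the same score. Over them, the Indian fantail hindlimb list has only peaks with scores from 54.2 to 177. These peaks go against forelimb tissue but lie at a single locus, so they do not decide. In situ hybridization in the paper places *Tbx5* in Indian fantail hindlimb mesenchyme, but it does not test these libraries. De-repression of *Tbx5* enhancers, the paper's proposal, was not tested.

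Racing homer forelimb-only peaks were found in the Indian fantail hindlimb list more often than the reverse, which could come from the longer Indian fantail hindlimb list. With lists of equal size the difference was 6.90 points in place of 21.1, and the intervals of the 2 shares, 32.8–35.8% and 25.9–28.9%, stayed apart, so the number of peaks is not the whole cause. The equal-sized Indian fantail hindlimb list still covers 39.6 Mb against 34.4 Mb for the racing homer, and peak width was not separated from breed. The difference reversed to -2.76 points with an overlap of at least 50%, which also changed the set of forelimb-only peaks. No direction is claimed for the genome as a whole.

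The empty deleted interval in the Indian fantail hindlimb list could reflect stretches of the genome where that list is sparse. Among the 42 other 44-kb windows with as many racing homer hindlimb peaks, the number with 0 Indian fantail hindlimb peaks was 0, and it was 0 among the 32 such windows on the shifted grid, which argues against a sparse list as the cause. With peaks in both limbs of a breed required, the longest run of racing homer-specific peaks was 2, in 5 places, one of which is the interval from 6721947 to 6733072, and 987 of 1000 shuffles held a run as long, so this definition does not set the interval apart from a chance order of breed-specific peaks. With peaks in 1 or more limbs counted, the run in the interval was 9, from 6721947 to 6761539, and 0 of 1000 shuffles held a run as long (their longest was 7), which argues against a chance order. The longest Indian fantail run under this definition was 7, on scaffold 249 from 464079 to 488274, and 438 of 1000 shuffles held a run as long. Shuffling breaks the clustering of breed-specific peaks, so these counts describe the order of peaks and are not p-values.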
